# Translocated duplication of a targeted chromosomal segment enhances gene expression at the duplicated site and results in phenotypic changes in *Aspergillus oryzae*

**DOI:** 10.1186/s40694-018-0061-6

**Published:** 2018-10-03

**Authors:** Tadashi Takahashi, Masahiro Ogawa, Atsushi Sato, Yasuji Koyama

**Keywords:** Targeted chromosomal duplication, Translocated duplication, Break induced replication, *Aspergillus oryzae*, Phenotypic change, *prtT*, Screening, Molecular breeding, Biotechnology, Genome engineering, Gross genome editing, Protease

## Abstract

**Background:**

Translocated chromosomal duplications occur spontaneously in many organisms; segmental duplications of large chromosomal regions are expected to result in phenotypic changes because of gene dosage effects. Therefore, experimentally generated segmental duplications in targeted chromosomal regions can be used to study phenotypic changes and determine the functions of unknown genes in these regions. Previously, we performed tandem duplication of a targeted chromosomal segment in *Aspergillus oryzae*. However, in tandem chromosomal duplication, duplication of chromosomal ends and multiple chromosomal duplication are difficult. In this study, we aimed to generate fungal strains with a translocated duplication or triplication of a targeted chromosomal region via break-induced replication.

**Results:**

Double-strand breaks were introduced into chromosomes of parental strains by treating protoplast cells with I-SceI meganuclease. Subsequently, strains were generated by nonreciprocal translocation of a 1.4-Mb duplicated region of chromosome 2 to the end of chromosome 4. Another strain, containing a triplicated region of chromosome 2, was generated by translocating a 1.4-Mb region of chromosome 2 onto the ends of chromosomes 4 and 7. Phenotypic analyses of the strains containing segmental duplication or triplication of chromosome 2 showed remarkable increases in protease and amylase activities in solid-state cultures. Protease activity was further increased in strains containing the duplication and triplication after overexpression of the transcriptional activator of proteases *prtT*. This indicates that the gene-dosage effect and resulting phenotypes of the duplicated chromosomal region were enhanced by multiple duplications, and by the combination of the structural gene and its regulatory genes. Gene expression analysis, conducted using oligonucleotide microarrays, showed increased transcription of a large population of genes located in duplicated or triplicated chromosomal regions.

**Conclusion:**

In this study, we performed translocated chromosomal duplications and triplications of a 1.4-Mb targeted region of chromosome 2. Strains containing a duplication of chromosome 2 showed significant increases in protease and amylase activities; these enzymatic activities were further increased in the strain containing a triplication of chromosome 2. This indicates that segmental duplications of chromosomes enhance gene-dosage effects, and that the resulting phenotypes play important phenotypic roles in *A. oryzae*.

**Electronic supplementary material:**

The online version of this article (10.1186/s40694-018-0061-6) contains supplementary material, which is available to authorized users.

## Background

In eukaryotic organisms, duplications, translocations, reversions, and deletions of chromosomal regions occur spontaneously. For example, in *Saccharomyces cerevisiae*, duplication and translocation of chromosomes frequently occurs via Ty transposable element sequences, which are repeat sequences widely distributed in yeast chromosomes [1]. Similarly, previous studies of mammalian cells indicated that duplications, translocations, and deletions of chromosomes occur via repeat sequences such as Alu and L1 [2]. Changes in the chromosomal state often induce significant alterations in gene expression and result in phenotypic changes. In humans and other mammals, chromosome duplication or translocation events are reported to be among the causes of genetic diseases and cancers [3, 4].

The koji molds *Aspergillus oryzae* and *Aspergillus sojae* are filamentous fungi that are used in the fermentation of soy sauce and sake, and in production of industrial enzymes. The complete genome sequences of *A. oryzae* and *A. sojae* have been determined [5, 6]. Previously, genetic tools such as gene targeting [7, 8] and large chromosomal deletions [9, 10], have been developed to analyze the nature of *A. oryzae* and *A. sojae.* However, in koji molds, the functions of many genes remain unknown. Because of the presence of endogenous multiple orthologous genes, disrupting individual genes in strains of koji molds does not always generate clear phenotypic changes [5]. Overexpression of individual genes via a strong promoter can also cause reduced growth phenotypes [11]. However, strains with duplicated chromosomes can show phenotypic changes via increased dosage of unidentified genes [12]. By examining the genome of targeted chromosomal segments and phenotypic changes in the strains, we can determine the role of unknown genes corresponding to these phenotypic changes. In this study, we generated targeted segmental chromosomal duplications in *A. oryzae* and examined the phenotypic effects of these duplications. There are two common types of segmental chromosomal duplications: tandem duplication and translocated duplication (Fig. 1). In a tandem duplication, duplicated regions are arranged next to each other on the same chromosome by nonallelic homologous recombination (Fig. 1, top). In translocated duplications, chromosomal duplications are translocated onto another chromosome by break-induced replication (Fig. 1, bottom). We previously generated *A. oryzae* strains containing targeted tandem chromosomal duplications using protoplasts of the parental strain, in which artificially generated consensus sequences (partly deleted selection marker) were introduced into both ends of the duplication target region [12]. If the copy number of the duplication target region is increased, such as in triplication, the phenotypic change in the strain may be further enhanced. However, to maintain stability of a tandem chromosomal duplication, a selection marker must be located at the junction between the two duplicated segments. In *A. oryzae*, this prevents removal of the duplicated region by recombination events occurring between the duplicated homologous sequences [12]. Therefore, it is technically difficult to increase the copy numbers of genes located in duplicated regions in tandem chromosomal duplications. Moreover, it is difficult to duplicate chromosomal ends in tandem duplications because a selection marker positioned at the chromosomal end is unstable and lost during regeneration (Takahashi et al. unpublished data). In contrast, generating multiple translocated chromosomal duplications is theoretically possible because the potential for recombination between the two duplicated regions is low in translocated chromosomal duplications, and selective pressures are not required to maintain the translocation. Furthermore, duplication of chromosomal ends is straightforward in translocated duplication because a selection marker is not required at chromosomal ends. However, no previous studies have generated translocated duplications of targeted chromosomal regions in filamentous fungi such as *A. oryzae*. Therefore, we generated a translocated duplication of a targeted chromosomal segment in *A. oryzae*.

**Fig. 1:**
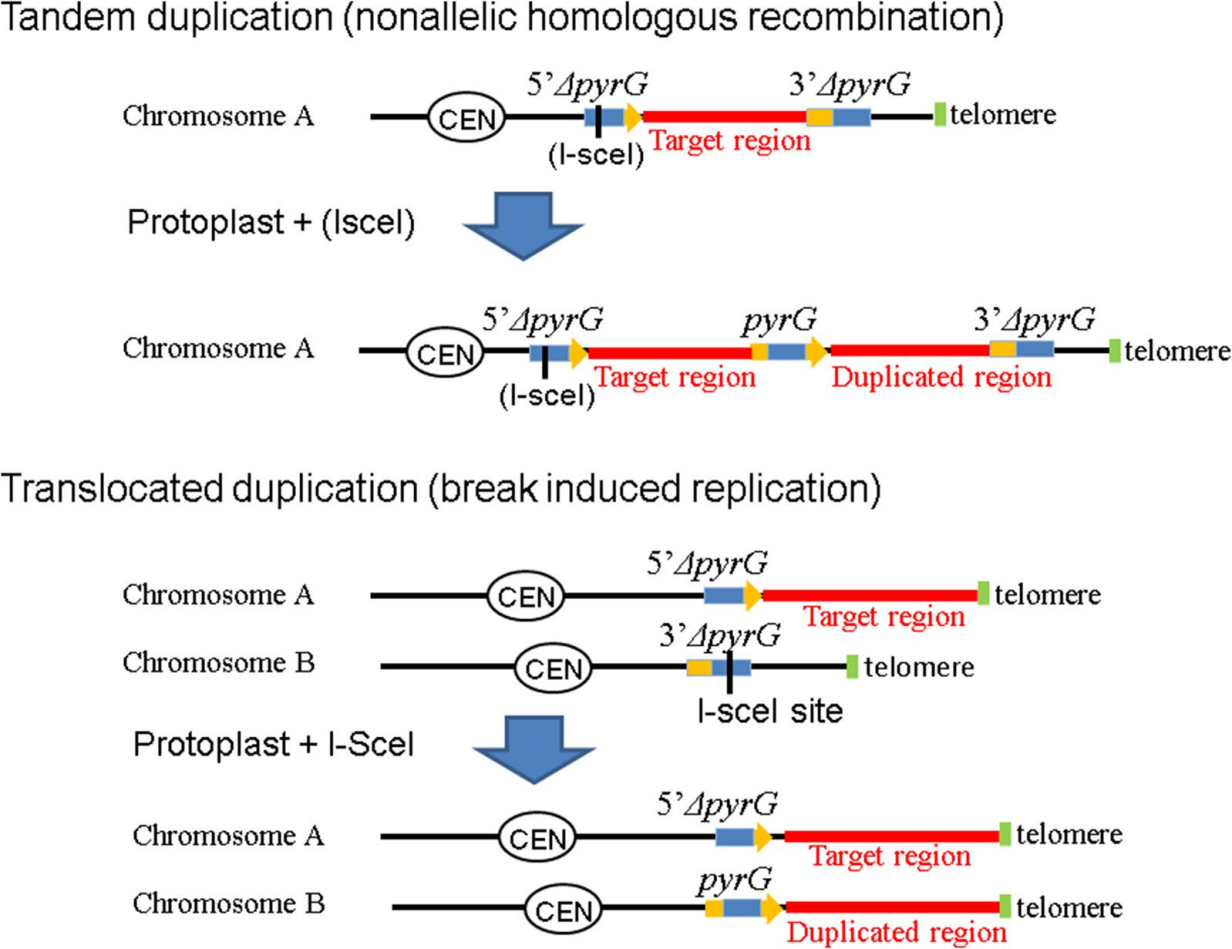
Types of chromosomal duplication. The top part of the figure shows a schematic representation of tandem chromosomal replication by nonallelic homologous recombination, where the duplicated region was arrayed in the same chromosome. The bottom of the figure shows a schematic representation of translocated duplication by break-induced replication, where the duplicated region was translocated to the other chromosome

The break-induced replication (BIR) mechanism causes translocated chromosomal duplications in yeast [13–15]. However, no previous studies have shown that the same mechanism can be used in filamentous fungi such as *A. oryzae*. To cause BIR in *A. oryzae*, it is necessary to artificially introduce double-strand breaks (DSBs) into the chromosomes (Fig. 1, bottom). In most studies on yeast, DSBs are introduced after the expression of genes encoding endogenous yeast homothallic switching endonuclease (*HO*) or I-SceI endonuclease (*SCEI*). In contrast, chromosome modifications have been performed in *A. oryzae* using polyethylene glycol (PEG)-mediated introduction of enzymes into protoplast cells [12, 16–18]. Therefore, we generated chromosomal duplications by directly treating protoplast cells with I-SceI meganuclease and monitoring the resulting chromosomal DSBs. This approach eliminated the need for I-SceI expression and produced a translocated chromosomal duplication strain containing 1.4-Mb segment of the targeted chromosomal region. To the best of our knowledge, this is the first study to generate a targeted translocated chromosomal duplication using BIR and analyze the effect of chromosomal duplication on gene expression in filamentous fungi. Phenotypes of the strain resulting from this chromosomal duplication show increased activities of protease and amylase, indicating that this method can be used in functional analysis and molecular breeding of *Aspergillus* strains.

## Results

### Translocated duplication of targeted segment of chromosome 2 onto chromosome 4 and a strain bearing translocated triplication

We previously constructed strains containing targeted tandem chromosomal duplications [12]. Chromosome 2 of *A. oryzae* includes genes encoding alkaline protease and alpha-amylase, and their respective regulatory genes *prtT* and *amyR*, which are important for fermentation. Accordingly, strains containing a 700-kb tandem chromosomal duplication in chromosome 2 showed increased protease and amylase activities under solid-state culture conditions [12]. In the present study, we duplicated a 1.4-Mb region of chromosome 2 and translocated this region onto the end of chromosome 4 (Fig. 2). Successfully translocated duplications can increase the activities of protease and amylase in solid-state cultures, as shown previously by tandem duplication of chromosome 2 [12]. In subsequent analyses using BLASTN, no I-SceI recognition sequence was found in the chromosome of *A. oryzae* strain RIB40 [17]. To translocate the 1.4-Mb region of chromosome 2 onto the end of chromosome 4, we placed the *5′ΔpyrG* marker (targeted integration of the basic unit of 5′*ΔpyrG* and subsequent 5-fluoroorotic acid [5-FOA] selection) adjacent to the target donor chromosomal region. The *3′ΔpyrG* marker (targeted integration of the basic unit of 3′*ΔpyrG* and subsequent 5-FOA selection), which included the I-SceI recognition sequence, was placed adjacent to the acceptor chromosomal region (Fig. 2, top). The resulting parental strain was then used to generate translocated duplication of the targeted region of chromosome 2. For these procedures, protoplast cells of the parental strain were prepared and gently treated with I-SceI meganuclease and PEG. The treated protoplasts were then incubated at 30 °C on Czapek-Dox minimum medium (CZ) plates containing 1.2 M sorbitol. After more than 2 weeks of incubation, we observed a colony that was regenerated from treated protoplasts. The frequency of the number of regenerated colonies was approximately 10^−8^ per cell. To confirm that translocated duplication was achieved in the regenerated strain, genomic DNA of the regenerated strain was extracted and analyzed by PCR using primers targeting the border of the translocated region (Fig. 3a).

**Fig. 2:**
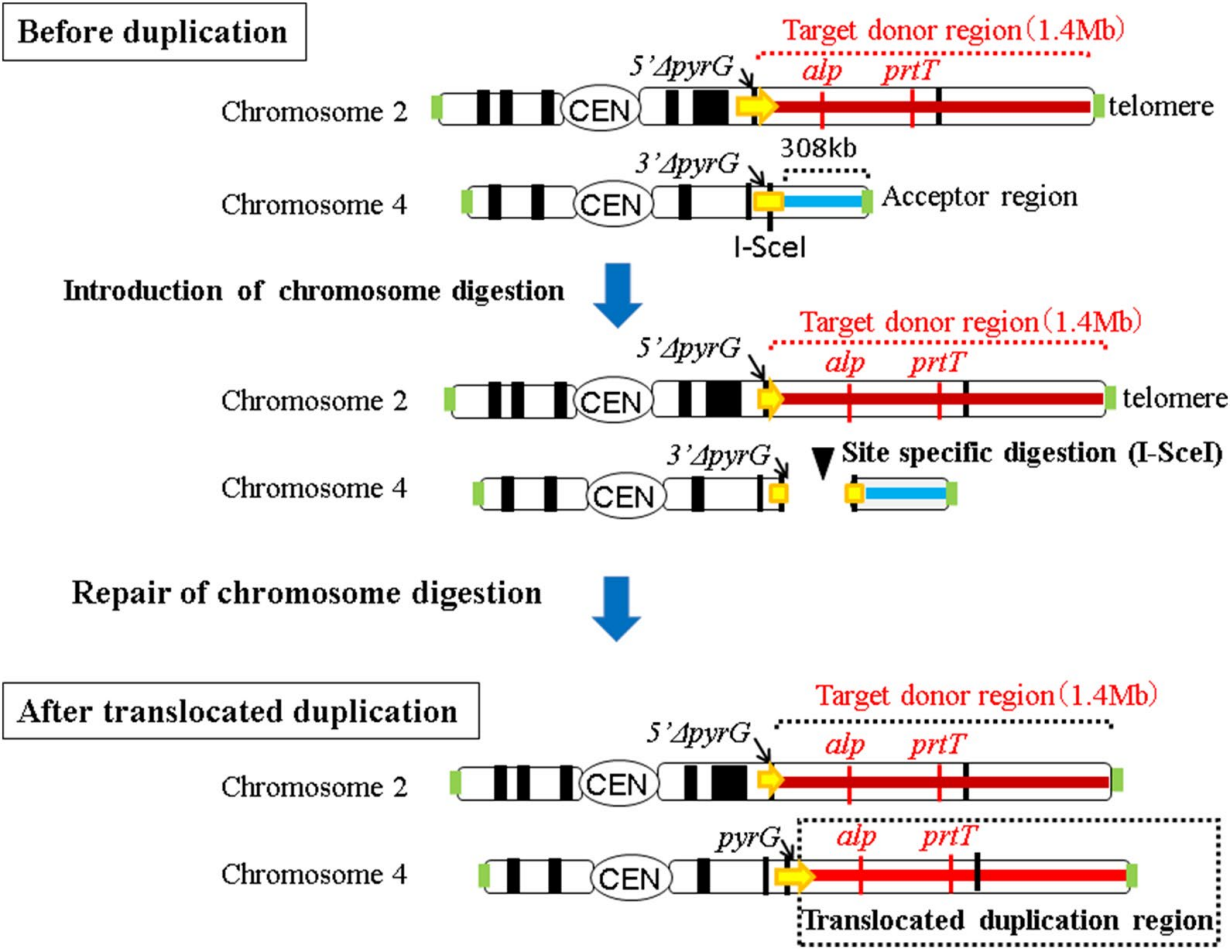
A schematic showing translocated duplication of chromosome 2 in a strain of *A. oryzae*. A 1.4-Mb target donor region of chromosome 2 was duplicated and translocated to the acceptor region of chromosome 4 using break-induced replication

**Fig. 3:**
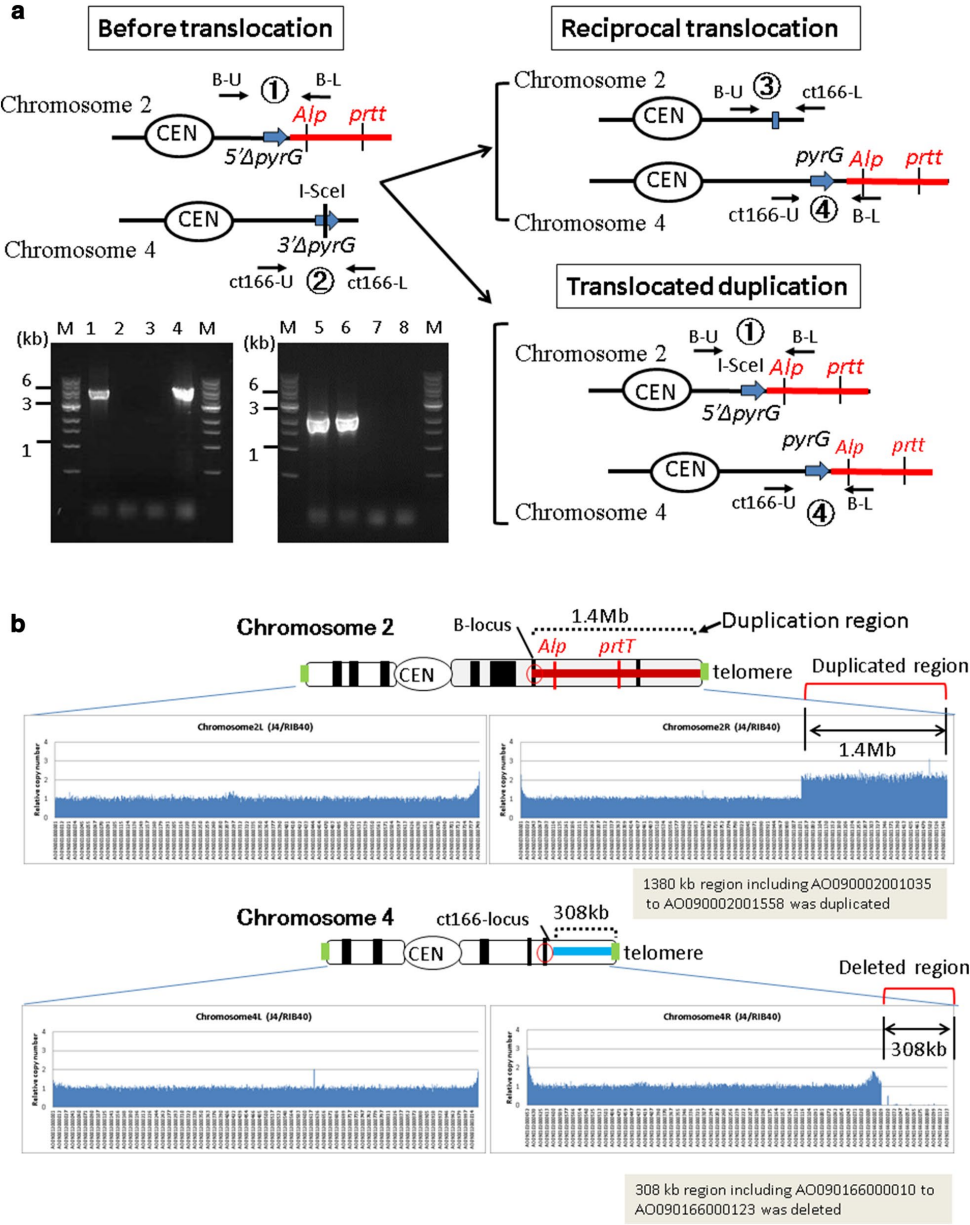
**a** Confirmation of translocated duplication by PCR. Targeted translocated duplication of a 1.4-Mb region of chromosome 2 to chromosome 4 was confirmed by PCR. *Lane 1*. B–U, B–L; *Lane 2*. ct166-U, ct166-L; *Lane 3*. B–U, ct166-L; *Lane 4*. ct166-U, B–L (*Lanes 1–4*. translocated duplication strain J4); *Lane 5*. B–U, B–L; *Lane 6*. ct166-U, ct166-L; *Lane 7*. B–U, ct166-L; *Lane 8*. ct166-U, B–L (*Lanes 5–8*. Wild-type strain). **b** Confirmation of translocated duplication by comparative genome hybridization (CGH) arrays. Vertical bars show ratios of signal intensities for probes of the strain bearing translocated duplication (J4) relative to those of the control strain (RIB40). Ratios of hybridization signals in the 1.4-Mb region of chromosome 2 were twice those of the other region, indicating that the 1380-kb region of chromosome 2, including AO090002001035 to AO090002001558, was duplicated. The ratio of hybridization signals in the 308-kb region of chromosome 4 was nearly zero, indicating that the 308-kb region of chromosome 4, including AO090166000010 to AO090166000123, was deleted

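When the genes of each chromosome were divided into segments without use of the gene names in the paper, the J4 array gave a higher segment of 447 genes on chromosome 2, from AO090003001035 to AO090003001558, the last gene of chromosome 2 on the array. The ratio was 0.852 at AO090003001034 and 2.13 at AO090003001035, and 2.14 at AO090003001558. The gene identifiers of the array begin with AO090003 in this region. None began with AO090002.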

We detected amplification of the 5-kb DNA fragment using combinations of primers targeting the translocated position (primers ct166-U and B-L in lane 4 of Fig. 3a) and original position (primers B-U and B-L in lane 1 of Fig. 3a) in the regenerated strain. In contrast, amplification of the 3-kb fragment was detected only by using the primer combination corresponding to the original position (primes B-U and B-L in lane 5 of Fig. 3a, and primers ct166-U and ct166-L in lane 6 of Fig. 3a) in the control strain (RIB40). These analyses confirmed that translocated duplication of the targeted chromosomal region occurred in the regenerated strain; this strain was thereafter referred to as J4 and used in further analyses.

As described above, generating multiple translocated chromosomal duplications is theoretically possible. Therefore, we constructed a strain in which the targeted region of chromosome 2 was triplicated, and evaluated the effects of triplication on the phenotype of this strain. Initially, we removed the *pyrG* marker at the border of the translocated duplication region of chromosome 4 by homologous recombination between the chromosome and fragment used to remove *pyrG* (Additional file 1: Figure S3, top). Transformants were then selected on 1.2-M sorbitol-CZ plates containing 5-FOA, and the vector for introducing 3′*ΔpyrG* with the I-SceI recognition sequence was integrated near the end of chromosome 7 (Additional file 1: Figure S3, acceptor region). This was followed by selection using 5-FOA. The resulting triplication-containing parental strain (K1-IF5-2-5FOA) was cultured, and protoplasts were prepared for phenotypic analyses. Protoplasts were treated with I-SceI and PEG as described above. After incubation for 3 weeks at 30 °C, regenerated colonies were analyzed by PCR. After single-colony isolation (details are described in Additional file 1: Fig. S4), the strain containing homokaryotic nuclei with the translocated chromosomes was thereafter referred to as I-8 strain.

### Confirmation of translocated chromosomal duplications using array comparative genome hybridization (array CGH)

CGH was used to confirm the presence of translocated chromosomal duplication in the targeted chromosomal region. 

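In array CGH, the DNA of a strain and that of a control are labeled with different dyes and hybridized together, so that the ratio of the signals at a probe follows the ratio of the copy numbers. For the J4 strain, 1 array was deposited, without a dye swap or a replicate, so the spread given with a ratio is that between genes and no test between strains was possible. DNA of J4 was labeled with Cy5 and DNA of RIB40 with Cy3. The array held 38991 spots of 26979 gene probes, which covered 12012 nuclear genes with a median of 2 probes per gene. All gene spots were well above background in both channels. The median signal was 1050 in Cy3 and 1060 in Cy5, against 0.149 and 0.167 on the 153 negative control spots. In Cy5, 150 spots were saturated. The authors deposited signals that the scanner software had corrected for background and normalized between the dyes, together with a table of ratios. Here the log2 of Cy5 over Cy3 was centred on the median of the gene probes, 1 spot marked as an outlier was left out, the spots of a probe were averaged, and a gene was given the median of its probes. Ratios are printed on the linear scale. The deposited files name no genome build, so positions are given as genes in the order of the reference annotation and not as coordinates.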

Briefly, genomic DNA isolated from RIB40 (control) and J4 strains (*Δku70* strain with translocated chromosomal duplication) was labeled with Cy dyes, hybridized on microarray slides at 65 °C for 24 h, and scanned with a laser-scanner. Comparison of the two strains revealed that the signal ratio of the probes in the 1.4-Mb region of chromosome 2 (AO090003001035–AO090003001558) was approximately two, and that of the probes located in the 308-kb region near the terminal end of chromosome 4 (AO090166000010–AO090166000123) was nearly zero (Fig. 3b). These observations confirmed the presence of translocated duplication of the targeted chromosomal region in the J4 strain (Fig. 3b and Additional file 1: Figure S1). 

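On the J4 array, the 447 genes from AO090003001035 to AO090003001558 had a median ratio of 1.99, with quartiles of 1.90 and 2.09. Their lowest value was 1.38, at AO090003001273, and their highest was 2.36, at AO090003001463. The 11464 genes outside the 3 segments named for J4 and I-8 had a median of 0.991, and 5% of them lay below 0.871 and another 5% above 1.13. Random lists of 447 genes with similar Cy3 signals, drawn 10000 times, had medians between 0.955 and 0.985, and the 7881 runs of as many consecutive genes outside the segments had medians between 0.972 and 1.01. The alternative that moved the ratio of the segment most was a background correction by normexp, which gave 2.40. It took a mean background of 26400 in Cy5, against a median of -39.5 on the negative control spots. The other alternatives set before the data were examined gave 1.98 to 2.01. The 94 genes from AO090166000010 to AO090166000123 had a median ratio of 0.00848, with quartiles of 0.00676 and 0.0112, which is 118-fold lower than the array median. All 331 spots of these genes remained well above background in Cy5. The highest ratio among them was 0.512, at AO090166000022, and the next was 0.0589.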

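Segmentation of the J4 array called 17 segments with a log2 ratio of 0.5 or more in either direction. One was the chromosome 2 segment, and another was a lower segment of chromosome 4 that covered the 94 genes from AO090166000010 to AO090166000123. At its inner border the ratio was 1.21 at AO090166000009 and 0.0170 at AO090166000010. The remaining 15 segments were higher than the rest of the array, with 3 to 30 genes each, 180 genes in all, and median ratios between 1.42 and 3.00. Of these, 13 touched the end of a contig or made up an unplaced contig. None was lower. The 7 genes from AO090011000001 to AO090011000008, which the paper reports as lost in I-8, had a median ratio of 0.992 in J4. From the doubled ratio on chromosome 2 together with the loss at the end of chromosome 4, the paper concludes that the targeted region had been duplicated and translocated in J4. The ratios alone do not place the added copy, for which the paper also used PCR at the border of the translocated region.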

The BN1-1 strain (*ku70 *+ strain with translocated chromosomal duplication) was also analyzed using CGH. Similar results were obtained (Additional file 1: Figure S2), indicating that translocated duplication of the targeted chromosomal region occurred successfully in the J4 and BN1-1 strains.

Next, genomic DNA isolated from RIB40 (control) and I-8 strains (*Δku70* strain with translocated chromosomal triplication) was labeled with Cy dyes, hybridized on microarray slides, and scanned using a laser-scanner. 

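For the I-8 strain, 1 array was deposited as well, with DNA of I-8 in Cy5 and DNA labelled RIB40 in Cy3. It held 39059 spots of 27025 gene probes, which covered the same number of nuclear genes and, in addition, 22 mitochondrial genes with 68 spots. In Cy3, 99.997% of the gene spots were well above background, and in Cy5 99.8%. Repeated spots of a probe had a median SD of 0.02 on the log2 scale, against 0.06 on the J4 array. In Cy5, 23 spots were saturated. Values were computed as for J4. The Cy3 signal of the I-8 array was nearly absent at pyrG (AO090011000868), with a median of 1.98 over 3 spots against 598 on the J4 array, which does not match DNA of RIB40. The direction of every ratio on this array is therefore given against the DNA labelled RIB40.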

As shown in Fig. 4, comparisons of triplicate (I-8) and control strains revealed a signal ratio of approximately 3 for the probes located in the 1.4-Mb region of chromosome 2 (AO090003001035–AO090003001558). Moreover, the signal ratios of the probes located in the 308-kb near-telomeric region of chromosome 4 (AO090166000010–AO090166000123) and in the 13-kb near-telomeric region of chromosome 7 (AO090011000001–AO090011000008) were nearly zero, indicating successful translocation of chromosome 2 to the end of chromosomes 4 and 7 in the I-8 strain (Fig. 4). These results indicate that multiple translocated duplications (such as translocated triplication) of the targeted chromosomal region were achieved in the I-8 strain.

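On the I-8 array, the genes from AO090003001035 to AO090003001558 had a median ratio of 3.12 against the DNA labelled RIB40, with quartiles of 2.95 and 3.28. The lowest of the 447 genes had 2.56, at AO090003001160, and the highest 3.77, at AO090003001320. Genes outside the 3 segments had a median of 0.998, with 5% of them below 0.892 and 5% above 1.12. The medians of 10000 random lists of 447 genes lay between 0.981 and 1.01. With normexp background correction in place of the processed signals, the ratio was 5.13. That correction took a mean background of 3970 in Cy5 and 3230 in Cy3, against medians of -6.6 and 16.7 on the negative control spots.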

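The median ratio on the I-8 array was 0.00247 over the 94 genes from AO090166000010 to AO090166000123, with quartiles of 0.00175 and 0.00435. Of their 237 probes, 178 were well above background in Cy5, and 8 genes had no such probe. For these 8 genes the signal allows only a bound, a median of at least 592-fold lower than in the DNA labelled RIB40. AO090166000022 was the highest, at 0.683. Over the 7 array genes from AO090011000001 to AO090011000008 the median was 0.0040, with quartiles of 0.0035 and 0.0052 and a highest value of 0.00685. Next to them, AO090011000009 had a ratio of 0.923.

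**Figure D1:**
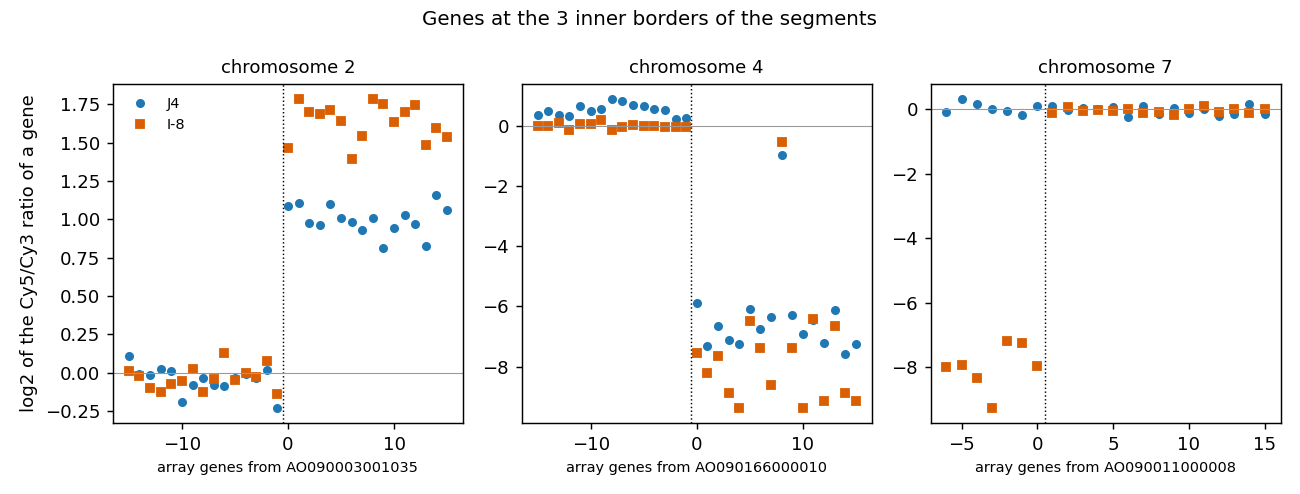
Log2 of the Cy5/Cy3 ratio of each gene (vertical axis) at the 3 inner borders of the segments, against its place in array genes from the border gene (horizontal axis), for J4 (circles) and I-8 (squares), with the border as a dotted line. On chromosome 7 the genes of the segment are near 0 in J4 and below in I-8.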

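The ratio of I-8 over J4 was computed gene by gene from the 2 arrays, each against its own Cy3 channel. Over the 447 genes of the chromosome 2 segment its median was 1.57, with quartiles of 1.47 and 1.68, and all 447 genes were above 1. Genes outside the segments had a median of 1.01. A ratio of 3 copies to 2 is 1.5. Dividing the Cy5 signals of the 2 arrays directly, without the Cy3 channel, gave 1.82. Segmentation of the I-8 array called 4 segments: the segments of chromosomes 2, 4 and 7, each with the same first and last gene as in the text of the paper, and 1 of 3 genes around pyrG. No replicate was available to set beside the difference between the strains. From the ratio on chromosome 2 and the losses on chromosomes 4 and 7, the paper concludes that more than one translocated duplication of the region was achieved in I-8. For the place of the added copies the paper also used PCR at the borders.

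**Figure D2:**
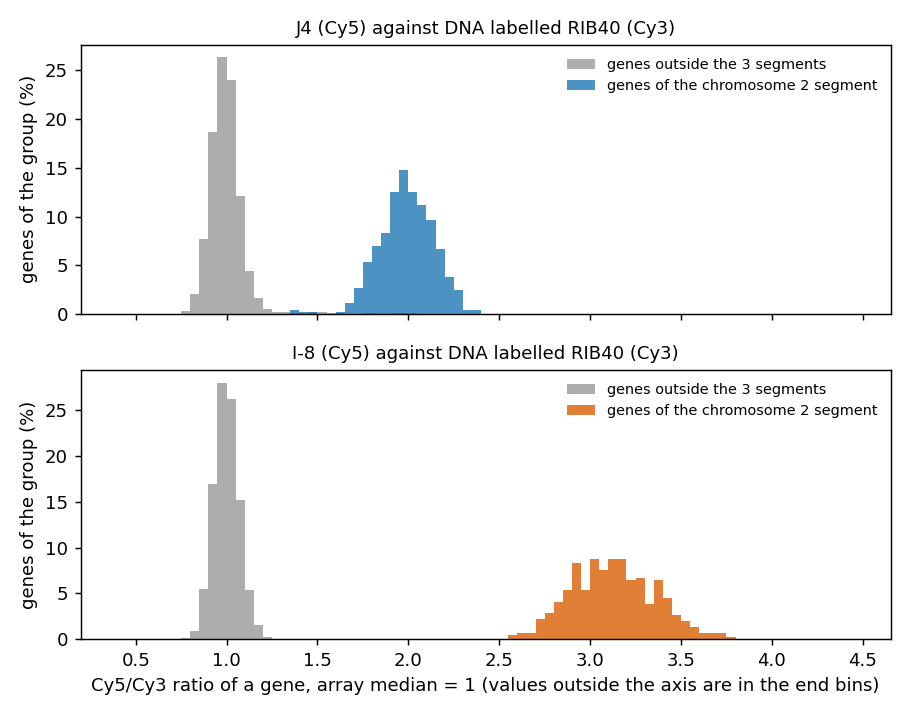
Distribution of the Cy5/Cy3 ratio of genes (horizontal axis, array median at 1) on the J4 array (top) and the I-8 array (bottom), as the percent of genes in each group (vertical axis). Genes of the chromosome 2 segment center on 1.99 in J4 and 3.12 in I-8, apart from the genes outside the segments.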

**Fig. 4:**
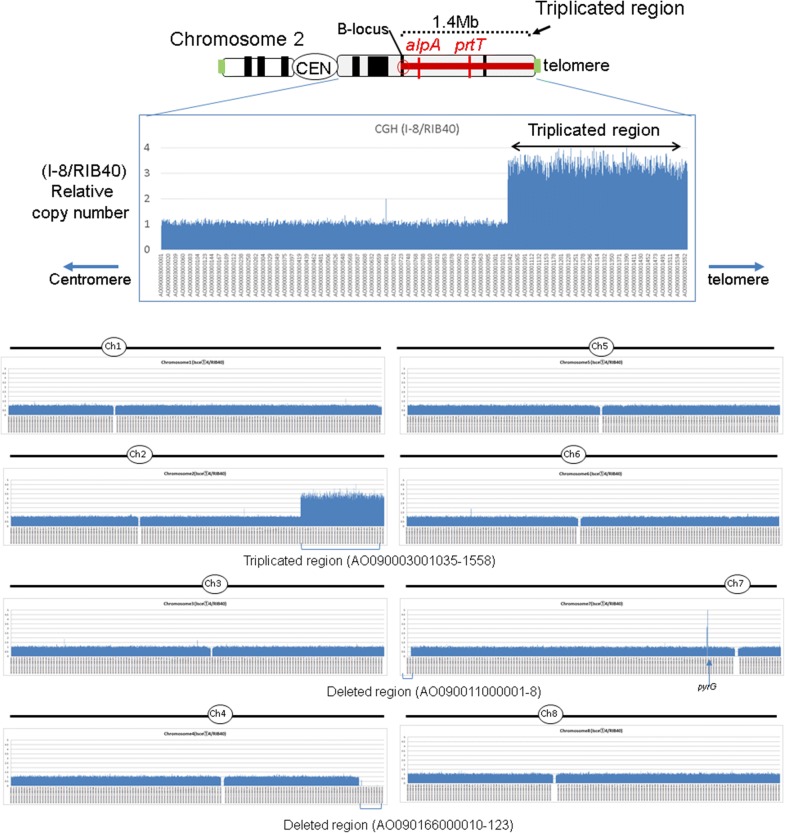
Confirmation of translocated duplication by array CGH. Results of array CGH indicate that the 1.4-Mb region of chromosome 2 was triplicated and translocated to the ends of chromosomes 4 and 7

### Gene expression analysis of translocated chromosomal duplication and triplication strains in solid-state culture

Segmental duplication of large chromosomal regions may upregulate numerous genes in the duplicated chromosomal region and cause phenotypic changes via gene dosage effect. To demonstrate the effects of chromosomal duplication on gene expression, we examined gene expression levels of the strains under conditions of solid-state fermentation. The J4 strain with a translocated duplication of a 1.4-Mb region of chromosome 2, I-8 strain with a translocated triplication of the 1.4-Mb region of chromosome 2, and RIB40 strain (control) were cultivated for 65 h at 30 °C in wheat bran medium; then, RNA was extracted and analyzed by gene expression microarrays. The ratios of upregulated genes in duplicated chromosomal regions were remarkably higher in strains with duplicated and triplicated chromosomes. As shown in Tables 1 and 2, gene expression was increased by 11% in the whole chromosomal region (1293 vs. 12010). Gene expression was increased by 37 and 64% in the strains with duplicated (166 vs. 446) and triplicated regions (284 vs. 446), respectively. These data indicate that segmental duplication and triplication of target chromosomal regions effectively increased transcription of resident genes. These data were summarized according to Clusters of Orthologous Groups (COGs) classification [19]. Per COGs classifications, the influence gene dosage effect on signal transduction mechanisms (T) was low with 25% increases in the J4 (2 vs. 8) and 38% increases in the I-8 (3 vs. 8) strains. The expression of genes categorized into the nucleotide transport and metabolism (F) group, per COGs classification, was significantly increased (5 vs. 5) in the duplicated region of the strains (Tables 1 and 2). In contrast, gene expression was decreased by 4 and 2.5% in the duplicated (17 vs. 446) and triplicated chromosomal regions, respectively. For the chromosomes in the J4 (duplicated) strain, sites of upregulated genes were identified using probes (Additional file 1: Figure S5), which clearly showed increased gene transcription in the duplicated chromosomal region. Approximately 10% of the genes located outside of the duplicated region (1127 vs. 11,564) were upregulated; several of these genes were markedly upregulated in the duplicated strain (Additional file 1: Figure S5), indicating the presence of regulatory factors in the duplicated region. The genes upregulated in the J4 strain are summarized in Tables 3, 4, 5 and 6. Twenty-three proteolytic genes, 8 amylolytic genes, and 23 xylanolytic genes, which were located outside of the duplicated region, were upregulated. Increased expression of proteolytic genes, located outside of the duplicated region, was observed in the J4 strain, suggesting that gene dosage effect exerted by *prtT* occurred in the duplicated region. Similarly, the upregulated expression of amylolytic genes indicated that gene dosage effect, exerted by *amyR*, occurred in the duplicated region. The expression of *xlnR* was not increased. However, we observed upregulated expression of genes related to xylanase, most of which were positively regulated by *xlnR* [20]. This indicate that *xlnR2* (AO090003001292) affected the expression of these genes. The expression of *prtT*, *amyR*, and *xlnR2* was upregulated in the duplicated region (Table 6). In contrast, 1252 genes located outside of the duplicated region were downregulated in the J4 strain, indicating that genes involved in negative regulation were also present in the duplicated region.

**Table 1:** Percent increase in the expression of upregulated genes in the duplicated chromosomal region of the J4 strain

COG description	Total	Up-regulated genes	%	Duplicated region	Up-regulated genes	%
[A] RNA processing and modification	176	3	2	8	1	13
[B] Chromatin structure and dynamics	38	2	5	4	2	50
[C] Energy production and conversion	371	56	15	9	3	33
[D] Cell cycle control, cell division, chromosome partitioning	101	10	10	5	2	40
[E] Amino acid transport and metabolism	453	65	14	18	9	50
[F] Nucleotide transport and metabolism	97	15	15	5	5	100
[G] Carbohydrate transport and metabolism	500	103	21	27	15	56
[H] Coenzyme transport and metabolism	133	13	10	4	3	75
[I] Lipid transport and metabolism	314	37	12	12	7	58
[J] Translation, ribosomal structure and biogenesis	277	5	2	6	3	50
[K] Transcription	180	4	2	9	3	33
[L] Replication, recombination and repair	172	11	6	7	2	29
[M] Cell wall/membrane/envelope biogenesis	98	11	11	5	1	20
[N] Cell motility	2	0	0	0	0	0
[O] Posttranslational modification, protein turnover, chaperones	390	19	5	12	6	50
[P] Inorganic ion transport and metabolism	195	21	11	9	2	22
[Q] Secondary metabolites biosynthesis, transport and catabolism	447	68	15	9	4	44
[R] General function prediction only	1370	186	14	51	18	35
[S] Function unknown	333	27	8	16	7	44
[T] Signal transduction mechanisms	310	26	8	8	2	25
[U] Intracellular trafficking, secretion, and vesicular transport	241	5	2	9	1	11
[V] Defense mechanisms	50	11	22	0	0	0
[W] Extracellular structures	3	0	0	0	0	0
[Y] Nuclear structure	6	0	0	0	0	0
[Z] Cytoskeleton	94	10	11	2	0	0
Unannotated	5659	585	10	211	70	33
Total	12,010	1293	11	446	166	37

*p < 0.02 and fold change > 1 indicate upregulated genes

% increase shows the percent ratio of upregulated genes to total genes in the whole genome or that of the genes in the duplicated region

**Table 2:** Percent increase in upregulated genes in the triplicated chromosomal region of the I-8 strain

COG description	Total	Up-regulated genes	%	Duplicated region	Up-regulated genes	%
[A] RNA processing and modification	176	9	5	8	7	88
[B] Chromatin structure and dynamics	38	3	8	4	3	75
[C] Energy production and conversion	371	42	11	9	5	56
[D] Cell cycle control, cell division, chromosome partitioning	101	13	13	5	5	100
[E] Amino acid transport and metabolism	453	60	13	18	14	78
[F] Nucleotide transport and metabolism	97	11	11	5	5	100
[G] Carbohydrate transport and metabolism	500	70	14	27	24	89
[H] Coenzyme transport and metabolism	133	13	10	4	3	75
[I] Lipid transport and metabolism	314	39	12	12	9	75
[J] Translation, ribosomal structure and biogenesis	277	8	3	6	6	100
[K] Transcription	180	10	6	9	8	89
[L] Replication, recombination and repair	172	14	8	7	5	71
[M] Cell wall/membrane/envelope biogenesis	98	10	10	5	3	60
[N] Cell motility	2	0	0	0	0	0
[O] Posttranslational modification, protein turnover, chaperones	390	21	5	12	10	83
[P] Inorganic ion transport and metabolism	195	18	9	9	4	44
[Q] Secondary metabolites biosynthesis, transport and catabolism	447	54	12	9	5	56
[R] General function prediction only	1370	138	10	51	24	47
[S] Function unknown	333	29	9	16	14	88
[T] Signal transduction mechanisms	310	21	7	8	3	38
[U] Intracellular trafficking, secretion, and vesicular transport	241	10	4	9	7	78
[V] Defense mechanisms	50	11	22	0	0	0
[W] Extracellular structures	3	0	0	0	0	0
[Y] Nuclear structure	6	0	0	0	0	0
[Z] Cytoskeleton	94	12	13	2	2	100
Unannotated	5659	537	9	211	118	56
Total	12,010	1153	10	446	284	64

*p < 0.02 and fold change > 1 indicate upregulated genes

% increase shows the percent ratio of upregulated genes to total genes in the whole genome or that of the genes in the duplicated region

**Table 3:** Upregulation of proteolytic genes located outside of the duplicated chromosomal region in the J4 strain

Systematic name	Relative gene^a^ expression	Description
AO090001000135	2.7	Mep20-metalloproteinase
AO090003000354	3.2	LapII, transferrin receptor and related proteins
AO090009000148	2.1	OpsA;aspartyl protease
AO090009000171	3.5	SPRT-like metalloprotease
AO090009000593	4.4	Metal-dependent amidase/aminoacylase/carboxypeptidase
AO090010000493	4.5	NpII-neutral protease II
AO090010000534	4.4	Serine carboxypeptidases (lysosomal cathepsin A)
AO090010000540	3.9	Aminoacylase ACY1 and related metalloexopeptidases
AO090011000036	9.7	Np I-neutral protease I
AO090011000052	4.7	LapI-leucine aminopeptidase
AO090011000235	3.0	TppA-tripeptidyl peptidase A
AO090012000022	2.9	Metal-dependent amidase/aminoacylase/carboxypeptidase
AO090012000080	2.4	Metal-dependent amidase/aminoacylase/carboxypeptidase
AO090012000706	4.0	Carboxypeptidase C (cathepsin A)
AO090020000288	3.1	Aminoacylase ACY1 and related metalloexopeptidases
AO090020000351	4.0	Serine carboxypeptidases (lysosomal cathepsin A)
AO090023000382	2.6	Carboxypeptidase C (cathepsin A)
AO090026000083	4.5	AorO-aorsin
AO090026000680	3.8	Serine carboxypeptidases (lysosomal cathepsin A)
AO090103000264	3.9	Predicted molecular chaperone distantly related to HSP70-fold metalloproteases
AO090138000101	4.0	Putative intracellular protease/amidase
AO090138000114	7.1	Meltrins, fertilins and related Zn-dependent metalloproteinases of the ADAMs family
AO090701000220	2.3	Carboxypeptidase C (cathepsin A)

^a^Relative gene expression in the J4 strain compared to that in the RIB40 strain was measured by gene expression array. *p* < 0.02

**Table 4:** Upregulation of amylolytic genes located outside of the duplicated region in the J4 strain

Systematic name	Relative gene^a^ expression	Description
AO090001000259	2.8	Beta-galactosidase
AO090001000492	2.6	Arabinogalactan endo-1,4-beta-galactosidase
AO090012000389	8.3	Beta-galactosidase/beta-glucuronidase
AO090023000944	2.5	Alpha-amylase
AO090038000471	2.5	Maltase glucoamylase and related hydrolases, glycosyl hydrolase family 31
AO090103000378	2.9	Alpha-amylase
AO090120000158	6.4	Beta-galactosidase
AO090701000558	2.2	Alpha-glucosidases, family 31 of glycosyl hydrolases

^a^Relative gene expression in the J4 strain compared to that in the RIB40 strain was measured by gene expression array. *p* < 0.02

**Table 5:** Upregulation of xylanolytic genes located outside of the duplicated region in the J4 strain

Systematic name	Relative gene^a^ expression	Description
AO090001000164	2.3	Protein with predicted nucleotide binding activity*
AO090001000383	6.9	Extracellular catechol oxidase*
AO090005000476	2.8	Beta-xylosidase
AO090005000531	3.6	Endoglucanase B; predicted secretion signal peptide*
AO090005000698	3.7	Beta-xylosidase*
AO090010000063	5.5	Sugar transporter (MFS family); transcriptionally induced by growth on xylose*
AO090011000141	3.6	Putative exoarabinase*
AO090023000001	6.7	AbfB-alpha-L-arabinofuranosidase B
AO090023000401	3.3	PglB-polygalacturonase B*
AO090038000426	4.1	Dehydrogenases related to short-chain alcohol dehydrogenases*
AO090038000631	3.5	xdhA1-Xylitol dehydrogenase*
AO090103000087	3.0	Putative endoglucanase precursor*
AO090103000268	6.2	Beta-xylosidase*
AO090103000326	2.5	Beta-1,4-xylanase
AO090103000423	2.8	XynF1, beta-1,4-xylanase*
AO090103000426	4.0	Shikimate 5-dehydrogenase*
AO090124000023	3.1	AbfA,;alpha-L-arabinofuranosidase
AO090701000885	3.1	As Abf-alpha-L-arabinofuranosidase*
AO090001000649	3.4	Alpha-glucosidases, family 31 of glycosyl hydrolases*
AO090011000140	3.6	Beta-glucosidase-related glycosidases*
AO090011000715	2.7	Ak eglA-Endoglucanase
AO090023000056	2.1	Endoglucanase B
AO090038000175	2.5	Endoglucanase

*Positively regulated by XlnR [20]

^a^Relative gene expression in the J4 strain compared to that in the RIB40 strain was measured by gene expression array. *p* < 0.02

**Table 6:** Upregulation of proteolytic, amylolytic, and xylanolytic genes, and expression of their respective regulatory genes, located in the duplicated region of the J4 strain

Systematic name	Relative gene^a^ expression	Description
AO090003001036	3.2	Alp, subtilisin-related protease
AO090003001208	2.0	AmyR
AO090003001209	2.5	AgdA, maltase glucoamylase and related hydrolases, glycosyl hydrolase family 31
AO090003001211	5.1	prtT
AO090003001258	2.4	Peptidase family M48
AO090003001292	3.0	XlnR2
AO090003001305	2.7	Alpha-D-galactosidase (melibiase)
AO090003001341	8.3	Endoglucanase
AO090003001497	2.1	Glycosidases
AO090003001511	2.3	Beta-glucosidase-related glycosidases

^a^Relative gene expression in the J4 strain compared to that in the RIB40 strain was measured by gene expression array. *p* < 0.02

### Enzymatic activity in translocated chromosomal duplication and triplication strains in solid-state culture

To examine how chromosomal duplication and triplication affect phenotypes, we assessed enzymatic activity in translocated chromosomal duplication strains under solid-state conditions. We have previously shown increased activity of protease, amylase, and acid carboxypeptidase in strains with the 700-kb region (AO090003001003–AO090003001258) of the tandem duplication of chromosome 2 under conditions of solid-state cultivation on wheat bran media [12]. Therefore, we measured the activities of these enzymes in translocated duplication strains under solid-state culture conditions (Fig. 5a). Both translocated (J4) and tandem (700k-dup) chromosomal duplications led to increased activity of protease and amylase. Moreover, the activity of acid carboxypeptidase in the translocated duplication strain showed slightly higher levels than that in the wild-type strain (RIB40 control), but lower levels than that in the tandem duplication strain. A list of genes located in the overlapped region between J4 and 700k-dup is provided in Additional file 1: Table S2. We then examined enzymatic activity in the triplication strain I-8 under solid-state culture conditions. Protease activity was increased by more than fourfold in the triplication strain (I-8) compared to that in the control strain (RIB40), and was higher than those in the translocated and tandem duplication strains (J4 and 700k-dup) (Fig. 5a). The activity of amylase was also higher in the triplication strain (I-8) than in the duplication strains (J4 and 700k-dup), indicating that gene dosage showed increased phenotypic effects after multiple duplication of the chromosomal region. The BP-B3 strain, a tandem duplication strain bearing a 9-kb region (AO090003001033-AO090003001036) that included *alp* (gene encoding alkaline protease, AO090003001036) [21], showed 1.7-fold increase in protease activity compared to that of the control strain (Fig. 5a). The expression of *alp* and *prtT* in the duplication strains were examined by real-time PCR (Table 7).

**Fig. 5:**
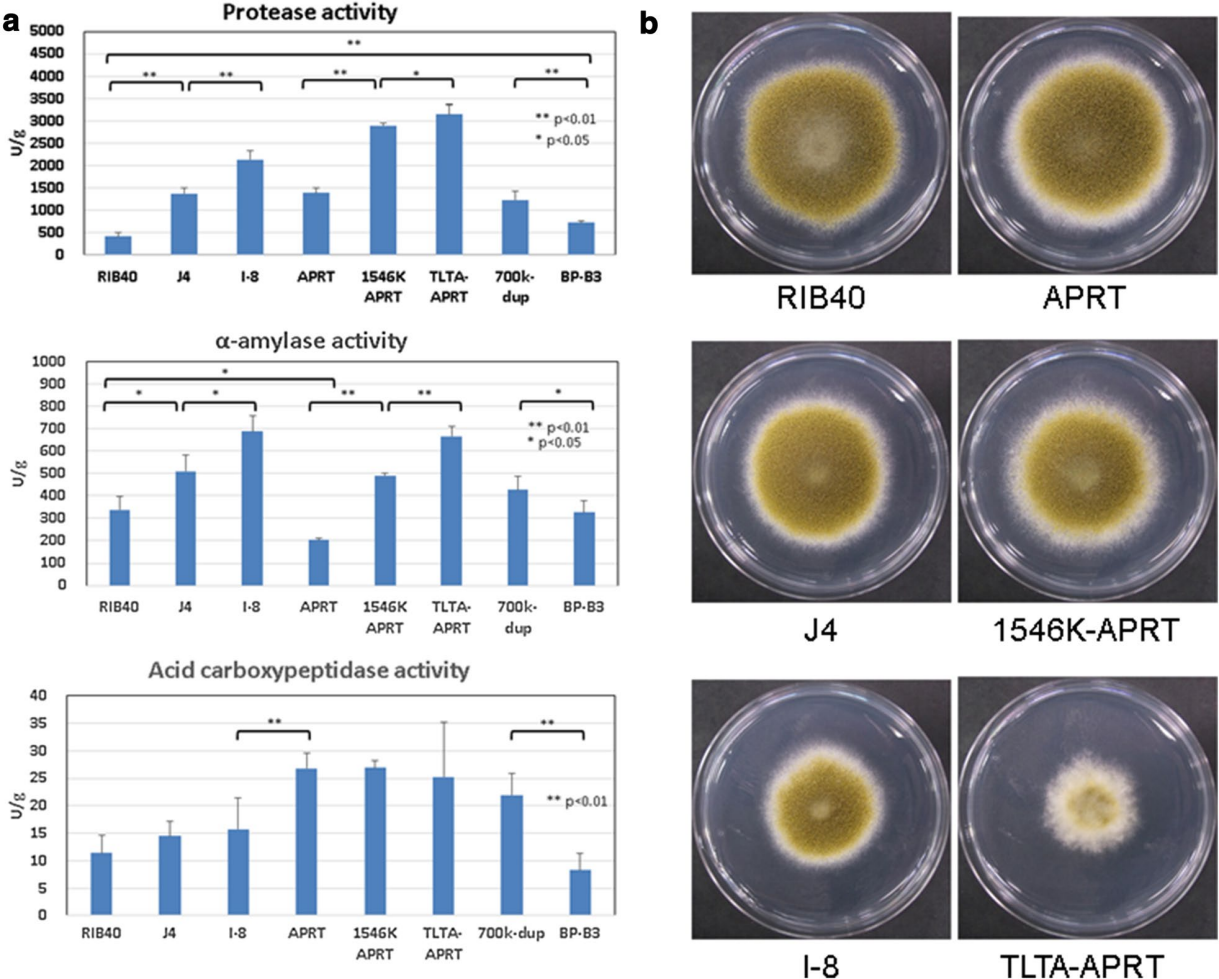
Phenotypes of translocated duplication strains. **a** Enzyme activity in strains bearing chromosomal duplication under solid-state culture conditions. Total protease, alpha-amylase, and acid carboxypeptidase activity in solid-state cultures; RIB40 (control), J4 (the strain bearing translocated duplication of chromosome 2), I-8 (the strain bearing translocated triplication of chromosome 2), APRT (*prtT* overexpression strain), 1546K-APRT (the strain bearing translocated duplication of chromosome 2 with *prtT* overexpression), TLTA-APRT (the strain bearing translocated triplication of chromosome 2 with *prtT* overexpression), Ao-700k-dup (the strain bearing tandem duplication of a 700-kb region of chromosome 2), BP-B3 (the strain bearing tandem duplication of a 9-kb region of chromosome 2). **b** Growth phenotypes of strains bearing chromosomal duplication cultured on CZ plates. The strains were inoculated onto 1.2 M sorbitol CZ plates and incubated at 30 °C for 7 days

**Table 7:** Quantitative expression of *alp* and *prtT* in strains bearing chromosomal duplication

Strain	*alp*			*prtT*		
	Relative^a^ quantity (dR)	Upper^b^ error bars	Lower^b^ error bars	Relative^a^ quantity (dR)	Upper^b^ error bars	Lower^b^ error bars
RIB40	1	0.58	0.37	1	0.26	0.21
J4	3.11	0.58	0.49	4.14	0.61	0.53
I-8	7.10	2.18	1.98	5.81	1.32	1.54
D2	2.84	1.16	0.71	4.28	1.75	1.08
BP-B3	1.84	1.47	0.70	2.19	1.67	0.92

^a^Relative quantity of gene expression was measured by real-time PCR

^b^Data are expressed as mean ± SD, and all experiments were conducted in triplicate

We then overexpressed the transcription factor *prtT* and examined its effects in duplicated and triplicated chromosomal translocation strains. PrtT regulates proteolytic enzymes in *A. oryzae* [22]. Our gene expression microarrays revealed moderate fivefold increases in *prtT* expression in duplication strains. These data suggest that *prtT* is rate-limiting, indicating increased protease activity in *prtT* over-expressing strains. The *prtT* overexpression vector pAPRT contains an *amyB* promoter and terminator, connected to the open reading frame of the *prtT* gene, and a *pyrG* marker. pAPRT in circular state was used to transform the RP1 strain (*pyrG* deletion strain), del 1546K4 strain (*pyrG* deletion strain derived from the J4 strain), and TLTAs11B strain (*pyrG* deletion strain derived from the I-8 strain). Single transformants showing clear large halos on casein plates, which indicates high protease activity [12], were selected for each *prtT* overexpression strain; overexpression of *prtT* was confirmed by real-time PCR (Table 8).

**Table 8:** Quantitative expression of *alp* and *prtT* in *prtT* overexpression strains

Strain	*alp*			*prtT*		
	Relative^a^ quantity (dR)	Upper^b^ error bars	Lower^b^ error bars	Relative^a^ quantity (dR)	Upper^b^ error bars	Lower^b^ error bars
RIB40	1	0.08	0.07	1	0.15	0.13
APRT	5.26	1.19	1.00	15.69	2.45	2.14
1546 K APRT	8.07	1.10	1.03	15.34	2.27	2.03
TLTA-APRT	17.31	1.52	1.35	18.33	2.34	2.05

^a^Relative quantity of gene expression was measured by real-time PCR

^b^Data are expressed as mean ± SD, and all experiments were conducted in triplicate

The expression of *prtT* was increased more than 10-fold in the APRT, 1546 K-APRT, and TLTA-APRT strains compared to that in the control strain (Table 8). Accordingly, the activity of protease in solid-state cultures (Fig. 5a) was approximately threefold higher in the APRT-transformed strain than in the RIB40 strain (wild type). This indicates that a single copy of *alp* was rate-limiting for protease activity under condition of *prtT* overexpression. Moreover, protease activity was similar in the 1546 K-APRT and TLTA-APRT strains and nearly sixfold higher than that in the RIB40 strain; this indicates that two copies of *alp* were sufficient for protease activity when *prtT* was overexpressed.

The APRT, 1546 K-APRT, and TLTA-APRT strains showed similarly increases in the activity of acid carboxypeptidase compared to that of the RIB40 strain. This suggests that acid carboxypeptidase genes are transactivated by *prtT,* but are not located in the duplicated chromosomal region. Single-copy integration of pAPRT in the APRT and TLTA-APRT strains, and two-copy integration of pAPRT in the 1546 K-APRT strain, were confirmed by quantitative PCR (Additional file 1: Figure S7).

The growth phenotypes of translocated duplication strains on CZ plates are presented in Fig. 5b. The strains were cultured on 1.2 M sorbitol-CZ plates at 30 °C for 7 days. The J4 strain showed a slight delay in growth compared to the growth of the RIB40 strain. The I-8 strain showed a slight delay in growth compared to that of the J4 strain. The growth rate of the strains gradually decreased as the copy number of the duplicated region from chromosome 2 increased. The deletion of a 308-kb region from chromosome 4, resulting from translocation in the J4 and I-8 strains, may have caused the delay in growth. The growth rates of the APRT and 1546 K-APRT strains were similar to those of the RIB40 and J4 strains, respectively. However, the TLTA-APRT strain showed a severe delay in growth compared to that of the I-8 strain. As shown in Table 8, the expression of *alp* was extremely high in the TLTA-APRT strain compared to that in the APRT or 1546 K-APRT strains. The expression of *alp* was originally high in the control strain (RIB40), suggesting that increased expression of *alp* caused growth delays in the TLTA-APRT strain.

## Discussion

In this study, we generated strains of *A. oryzae* in which a targeted chromosomal region was translocated and duplicated. CGH and PCR were used to confirm that targeted translocation indeed occurred. Because CGH is commonly used to detect chromosomal rearrangement in yeast. It was confirmed that the original genome of *A. oryzae* did not contain an I-SceI recognition sequence [17], indicating a low possibility of unexpected chromosomal rearrangement.

The strain with the translocated duplication of the targeted chromosomal region was obtained by treating protoplast cells with the I-SceI enzyme. No strains containing translocated duplication were generated in the absence of I-SceI, indicating that translocated chromosomal duplication in *A. oryzae* requires artificially introduced DSBs and depends on the break-induced replication mechanism. We previously obtained tandem chromosomal duplications from protoplasted cells without I-SceI-derived chromosomal DSBs in *A. oryzae* [12] and hypothesized that the tandem chromosomal duplications were generated by a nonallelic homologous recombination mechanism instead of classical unequal sister chromatid exchange in diploid budding yeast [23]. In addition, the time required for regenerating cells and frequency of regenerated colonies differed between tandem and translocated chromosomal duplications in *A. oryzae*. Specifically, tandem chromosomal duplications were produced after incubating protoplast cells for 5–7 days on regeneration plates, and the frequency of regenerated colonies from the protoplast cells was approximately 10^−7^ [12]. In contrast, strains with translocated chromosomal duplications were generated only after protoplast cell regeneration was conducted for more than 2 weeks, and the frequency of regenerated colonies from the protoplasted cell was approximately 10^−8^. To obtain translocated chromosomal triplications in regenerated state, nearly 3 weeks were necessary to regenerate the colonies, and most regenerated cells were heterokaryons containing both the original chromosome and translocated chromosome (Additional file 1: Figure S4). Hence, in the present study, single-colony isolation was necessary to obtain a pure translocated chromosomal triplication strain, indicating that more time is required for recombination to form translocated chromosomal regions in *A. oryzae*. These results indicate that tandem duplication of a targeted chromosomal region achieved in our previous study [12], and translocated duplication of a targeted chromosomal region achieved in the present study, depend on completely different recombination mechanisms and techniques.

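Among the genes of the chromosome 2 segment, alp (AO090003001036) had a ratio of 2.16 in J4 and 3.44 in I-8. For prtT (AO090003001211) the ratios were 1.79 and 3.16. Each gene was measured by 2 probes on 1 array per strain. The ratio in I-8 is against the DNA labelled RIB40.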

In the present study, we generated duplication and triplication strains of *A. oryzae* chromosome 2 including *alp* and *prtT.* The strains bearing duplicated and triplicated chromosome 2 showed significant increases in the activity of protease under solid-state culture conditions.

However, protease activity in the BP-B3 strain (generated using tandem duplication of the 9-kb region, which included *alp* but not *prtT*) was less than those of the J4 and 700k-dup strains (generated using duplication of a chromosomal region containing both *alp* and *prtT*) (Fig. 5a). This indicates that duplication of both *alp* and *prtT*, or a structural gene and its regulatory gene, enhances the activity of protease. 

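The gene amyR (AO090003001208) had a copy number ratio of 1.98 in J4 and 3.53 in I-8, the latter against the DNA labelled RIB40. AO090003001498, described as an alpha-amylase gene, had ratios of 2.29 and 3.13. Another 8 genes described as alpha-amylases lay outside the segments, with ratios between 0.948 and 1.28 in J4 and between 0.833 and 1.70 in I-8. Genes of this family may share probe sequence, so their ratios are given as a group.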

The duplicated region of chromosome 2 included the alpha-amylase gene and *amyR*, suggesting that amylase activity in the strains was enhanced via similar mechanism.

Oligonucleotide microarrays revealed increased gene expression with increasing amounts of genetic material in the strains containing duplicated and triplicated chromosome regions as compared to that of the control strain (Tables 1 and 2). Thus, the transcription levels of genes in the duplicated chromosomal regions were predominantly affected, and the resulting phenotypes were enhanced as the copy number increased. This suggests that segmental chromosomal duplication can be used to identify unknown gene functions based on phenotypic observations.

Protease activity was used to confirm the duplication stability of chromosome 2. Genome stability of *A. oryzae* strains in which translocated duplication was generated by mutagenesis was described in a United States patent US8900647B2. The genomes of the strains bearing translocated duplication were stable after 10 generation of subculture. Additionally, in our previous report [12], we showed that targeted tandem duplication of chromosome 2 remained stable after 5 rounds of subculture. Translocated duplication is more stable than tandem duplication because the possibility of losing the duplicated region via recombination is low.

Translocated duplication strains were generated from both *ku70 *+ and *ku70*- strains; the BN1-1 strain was derived from *ku70 *+ and J4 strain was derived from *ku70*− (Table 9). This suggests that non-homologous end-joining pathways involving Ku70/80 heterodimers are not important in the mechanism of translocated duplication. As shown previously, undesirable deletions or illegitimate recombinations were not observed in the combination of the *Δku70* strain and 5FOA counter selection [17]. This indicates that the *Δku70* strain of *A. oryzae* is suitable for *pyrG*-mediated targeted chromosomal duplication used previously [12] and in our present study. Therefore, it is possible to identify interesting phenotypes by constructing a chromosome duplication strain library that covers the whole genome and to detect unknown regulatory genes by screening and analyzing the library in *A. oryzae*.

**Table 9:** Strains used in the present study

*A. oryzae* RIB40 strain	Genotype	Source or reference
RIB40	Wild type	
Ku70RC7-2	*Δku70*, *ΔpyrG*	[10]
RP-1	*ΔpyrG*	[7, 8]
Ao-700k-dup	Tandem duplication of 700kb region of chromosome 2	[12]
B1036p5′ΔCTp3′Δ	*5′ΔpyrG*, *3′ΔpyrG* (parental strain of BN1-1)	Present study
ku70-B1036p5′ΔCTp3′Δ	*Δku70*, *5′ΔpyrG*, *3′ΔpyrG* (parental strain of J4)	Present study
BN1-1	Translocated duplication of 1.4 Mb region of chromosome 2 to chromosome 4	Present study
J4	*Δku70*, translocated duplication of 1.4 Mb region of chromosome 2 to chromosome 4	Present study
del1546K4	*Δku70*, translocated duplication of 1.4 Mb of region chromosome 2 to chromosome 4, *ΔpyrG*	Present study
K1-IF5-2-5FOA	*Δku70,* translocated duplication of 1.4 Mb region of chromosome 2 to chromosome 4, *5′ΔpyrG, 3′ΔpyrG* (parental strain of I-8)	Present study
I-8	*Δku70*, translocated duplication of 1.4 Mb region of chromosome 2 to chromosome 4 and chromosome 7	Present study
TLTAs11B	*Δku70*, translocated duplication of 1.4 Mb region of chromosome 2 to chromosome 4 and chromosome 7, *ΔpyrG*	Present study
APRT	pAPRT	Present study
1546 K-APRT	*Δku70*, translocated duplication of 1.4 Mb region of chromosome 2 to chromosome 4, pAPRT	Present study
TLTA-APRT	*Δku70*, translocated duplication of 1.4 Mb region of chromosome 2 to chromosome 4 and chromosome 7, pAPRT	Present study
BP-B3	Tandem duplication of 9 kb region of chromosome 2	Present study

## Conclusion

In this study, we achieved translocated chromosomal duplication and triplication of a 1.4-Mb targeted chromosomal region by directly introducing I-SceI meganuclease into *A. oryzae* protoplast cells. Strains with duplication and triplication of chromosome 2 showed substantial increases in the activity of protease and amylase. Gene dosage effects were enhanced by combining the structural gene and its regulatory gene, indicating that segmental duplications of chromosomes play important phenotypic roles in koji mold strains.

## Methods

### Strains, media, and transformation

Host strains included *A. oryzae* RIB40 (ATCC 42149), *A. oryzae* RP-1(*ΔpyrG*) [7, 8], and *A. oryzae* Ku70RC7-2 (*Δku70*, *ΔpyrG*) [10]. Positive selection of *pyrG*-deficient strains was performed on Czapek-Dox minimum medium (CZ) plates containing 20 mM uridine and 1.5 mg/mL 5-fluoroorotic acid (5-FOA). Solid-state cultivation was performed using medium containing 20% wheat bran and 80% water (wt/wt). Transformation of *Aspergillus* strains using protoplasts and PEG was conducted as previously described [17, 24]. Strains bearing translocated chromosomal duplication were obtained as follows. Approximately 1 × 10^8^ protoplasts were prepared from the host strain and maintained on ice for 30 min in a solution containing 0.05 mL of 1.2 M sorbitol, 0.02 mL of PEG, and 50 U of I-SceI endonuclease (New England Biolabs, Ipswich, MA, USA). After the addition of 0.07 mL PEG, the cells were incubated at room temperature for 1 h. Then, the cells were spread on regeneration plates containing 1.2 M sorbitol-CZ and incubated at 30 °C for 2–3 weeks. Regenerated colonies on regeneration plates were transferred to CZ plates for further analysis. Information on the genome of *Aspergillus oryzae* was collected from the genome database at the National Institute of Technology and Evaluation (http://www.bio.nite.g.o.jp/dogan/Top) and AspGD (http://www.aspergillusgenome.org). All oligonucleotide primers used in this study are listed in Additional file 1: Table S1.

### DNA techniques and expression analysis

Genomic DNA from *Aspergillus* strains was extracted as described previously [24]. RNA samples were prepared from mycelia that were inoculated on wheat bran medium and cultivated at 30 °C for 65 h. After cultivation, the mycelia were harvested and ground in liquid nitrogen using a mortar and pestle; RNA was extracted using Isogen reagent (Nippon Gene, Toyama, Japan). Further purification was performed using RNeasy Mini kits (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA was used in quantitative real-time PCR (RT-PCR) and gene expression microarrays. PCR amplification was performed using TaKaRa Ex Taq DNA polymerase (TaKaRa, Shiga, Japan) in a T100 thermal cycler (Bio-Rad, Hercules, CA, USA). Quantitative RT-PCR was performed in a MxPro3000P (Agilent Technologies, Santa Clara, CA, USA) using PrimeScript™ RT reagent with gDNA Eraser (Perfect Real Time) and SYBR^®^ *Premix Ex Taq*™ II (Tli RNase H Plus) (TaKaRa). The expression of *alp* and *prtT* were analyzed by comparative quantification using MxPro software version 4.10 (Agilent Technologies). AO090005000807 (ortholog of transcription factor TFIID) was used as normalizer, and primers are listed in Table S2. Oligonucleotide arrays were purchased from Agilent Technologies; the experimental protocol was detailed in a previous study [17, 25]. The CGH and gene expression array data obtained in the present study have been deposited into the NCBI Gene Expression Omnibus [26] and are accessible using GEO Series accession number GSE120604.

### Construction of vector used for partial deletion of *pyrG*

Construction of vectors used to create the 5′*ΔpyrG* and 3′*ΔpyrG* constructs was carried out in a manner similar to a method described previously [12]. The schematic of vector construction is shown in Additional file 1: Figure S6. The 5′*ΔpyrG* construct was *pyrG*-truncated by removing 631 bp from the 5′ end of *pyrG*, which included the promoter region. The 3′*ΔpyrG* construct was *pyrG*-truncated by removing 1236 bp from the 3′ end of *pyrG*, which included the terminator region. A 462-bp consensus region was present between 5′*ΔpyrG* and 3′*ΔpyrG*, and 3′*ΔpyrG* included an I-SceI site in the consensus region. To construct the 5′*ΔpyrG* vector, a 5′*ΔpyrG* vector backbone was constructed using the primers P499L, P509U, P1130U-IF5, and P1592L-IF5. Then, 5.8- and 0.5-kb fragments were amplified via PCR from the pPB9 plasmid (a pUC-based plasmid bearing a 3.0-kb fragment containing *pyrG*) [12] using the primer pairs P499L/P509U and P1130U-IF5/P1592L-IF5. The fragments were then ligated using an In-Fusion cloning kit (TaKaRa), and the basic construct for 5′*ΔpyrG* BP1130 was generated. To construct a vector for integrating 5′*ΔpyrG* at the B1036 site of chromosome 2, a 3-kb fragment was PCR-amplified from the genome of the RIB40 strain using primers B1036-U and B1036-L. Cloning of this fragment using a TA cloning kit (TOYOBO, Osaka, Japan) produced pB1036T, and pB1036T and BP1130 were PCR-amplified using the primers B1036-IFU and B1036IFL, and P363U and P3297L, respectively. The resulting two fragments were treated with DpnI and ligated using In-Fusion Cloning Kits (TaKaRa) to generate the pB1036pyr5′d vector. To construct the 3′*ΔpyrG* vector including the I-SceI site, a 3′*ΔpyrG* vector backbone was constructed using the primers P2788L, P2828U, P1130U-IF3, and P1592L-IF3. Then, a 5.8-kb fragment was amplified from the pPB9 plasmid [12] using the primer pair P2788L/P2828U, and a 0.5 kb-fragment was amplified from the pBP9-sceI (a pBP9-based vector bearing *pyrG*, including the I-SceI recognition site) [12] using the primer pair P1130U-IF3/P1592-IF3. The fragments were then ligated using an In-Fusion cloning kit (TaKaRa), and the basic construct for 3′*ΔpyrG* BP1130-I was generated. To construct the vector for integrating 3′*ΔpyrG* at the CT166 locus of chromosome 4, a 3-kb fragment of genomic DNA from the RIB40 strain was amplified using the primers ct166-U and ct166-L. This fragment was cloned using a TA cloning kit (TOYOBO) to prepare pCT166T. pCT166T was amplified via PCR using the primers ct166-IFU and ct166-IFL. The basic unit of 3′*ΔpyrG*, BP1130-I, was amplified using the primers P363U and P3297L. The resulting fragments were treated with DpnI and ligated into the vector using an In-Fusion Cloning Kits (TaKaRa) to obtain pCT166pyr3ʹd. The fragment for removing *pyrG* from the J4 strain was constructed as follows: a 2-kb amplification fragment and a 2.3-kb fragment were amplified from RIB40 genomic DNA using the primer pairs TL-B5626L and TL-B3616U-IF, and TL-ct3685L-IF and TL-ct1388U, respectively. Fragments were ligated using In-fusion cloning kits (TaKaRa) to obtain the vector for removing *pyrG* from the J4 strain. To construct the vector for integrating 3′*ΔpyrG* at the S11 locus of chromosome 7, a 1.3-kb fragment of genomic DNA from the RIB40 strain was amplified using the primers S11-U and S11-L. This fragment was cloned using a TA cloning kit (TOYOBO) to prepare pS11T. pS11T was amplified via PCR using the primers S11-IFU and S11-IFL. The basic unit of 3′*ΔpyrG*, BP1130-I, was amplified using the primers P363U and P3297L. The resulting fragments were treated with DpnI and ligated into the vector using In-Fusion Cloning Kits (TaKaRa) to obtain pS11pyr3ʹd. The fragment for removing *pyrG* from the I-8 strain was constructed as follows: a 2.8-kb fragment was amplified using the primers TL-B3616U-IF-S11 and B6217L, and a 2.7-kb fragment was amplified using the primers TL-S11-14389U-IF-B and S11-17060L. The two PCR products were then ligated using In-Fusion Cloning Kits (TaKaRa) to obtain the vector for removing *pyrG* from the I-8 strain. Details of *pyrG* removal using homologous fragments were described previously [10].

### Construction of parental strain for strains bearing translocated chromosomal duplication

To construct parental strains for generating strains with translocated chromosomal duplication, RP-1 (*ΔpyrG*) and ku70RC7-2 (*Δku70*, *ΔpyrG*) were transformed with pB1036pyr5′d. After confirming vector integration at target sites, transformants were subjected to selection using 5-FOA, and strains with 5′*ΔpyrG* at the target site of chromosome 2 were isolated (Additional file 1: Figure S6B). The strains B1036pyrG5′*Δ* and ku70-B1036pyrG5′*Δ* were transformed with pCT166pyr3′d. Strains with pCT166pyr3′d integrated at the target site were selected using 5-FOA to obtain parental strains for generating the strains B1036p5′*Δ*CTp3′*Δ* and ku70-B1036p5′*Δ*CTp3′*Δ* containing translocated chromosomal duplication (Additional file 1: Figure S6C). Construction of parental strain for translocated triplication was conducted as follows. The del1546 K strain, obtained by removing *pyrG* from chromosome 4 of the J4 strain (Additional file 1: Figure S4), was transformed with pS11pyr3ʹd. After confirming vector integration of chromosome 7, transformants were subjected to selection using 5-FOA. The strains with 3′*ΔpyrG* at the target site of chromosome 7 (K1-IF5-2-5FOA) were isolated (Additional file 1: Figure S4).

### Construction of *prtT* overexpression strains

The *prtT* overexpression vector pAPRT was constructed as follows. A 3.7 kb *amyB* fragment, amplified from RIB40 genome DNA using the primers amyU and amyl, was cloned by a TA cloning kit (TOYOBO) to generate pAmyTA. A 6.7-kb fragment, amplified from pAmyTA using the primer pair Amy118UIF/TA816UIF, and a 2.9-kb *pyrG* fragment amplified from pBP9 [12] using the primer pair P363U/P3229L, were fused using an In-Fusion-Cloning Kit (TaKaRa) to obtain pAmyPYR. A 7.6-kb fragment amplified from pAmyPYR, and a 2.1 kb fragment containing *prtT* ORF and amplified from RIB40 genomic DNA using the primer pair prtTstU/prtTteL, were fused using an In-Fusion-Cloning Kit (TaKaRa) to obtain the *prtT* overexpression vector pAPRT. The RP1, del1546K4, and TLTAS11B strains were transformed with pAPRT in a circular state to obtain the APRT, 1546 K-APRT, and TLTA-APRT strains, respectively. The copy numbers of the pAPRT vector integrated in the strains were estimated by quantitative PCR (Additional file 1: Figure S7). The APRT and TLTA-APRT strains contained one copy of APRT. The 1546 K-APRT strain contained two copies of pAPRT. Determining the copy number of pAPRT in the strains via Southern blot was difficult. This is because *A. oryzae* strains originally contain three copies of amylase genes, and the duplicated chromosomal region contained *prtT* and amylase genes. The results of PCR suggested that one copy of pAPRT in the 1546 K-APRT strain was integrated at one of the amylase loci (data not shown). The other copy of pAPRT appeared to be randomly integrated in the strains.

### Solid-state cultivation and measurements of enzyme activity

Solid-state cultures were generated by inoculating 1 × 10^8^ conidiospores into 5 g of wheat bran medium in a 150-mL Erlenmeyer flask and incubating at 30 °C for 4 days. Water (50 mL) was then added to the flask and extracted after shaking. The liquid fraction was filtered through filter paper and used as sample extract. Protease activity was determined by mixing the substrate and 2% milk casein (pH 7) with sample extracts and incubating at 30 °C for 20 min. Reactions were stopped using trichloroacetic acid, and quantities of liberated amino acids were measured at 660 nm using a tyrosine standard. One unit (U) was defined as the amount of enzyme yielding 1 µg of tyrosine per min at 30 °C and at pH 7. The activity of alpha-amylase was determined using Alpha-Amylase Activity kits (Kikkoman Biochemifa, Minato-ku, Japan) according to the manufacturer’s instructions. Briefly, reaction buffer containing 100 mM acetate (pH 5), 2 mM 2-chloro-4 nitrophenyl 6^5^-azido-6^5^-deoxy-beta-maltopentaocid, 50 U/mL glucoamylase, 6 U/mL beta-glucosidase, 50 mM NaCl, and 2 mM CaCl_2_ was mixed with 300 volumes of diluted sample extract and incubated for 5 min at 37 °C. The reactions were stopped using trichloroacetic acid, and liberated 2-chloro-4 nitrophenol contents were determined at 400 nm. One unit (U) was defined as the amount of enzyme yielding 1 µmol of 2-chloro-4 nitrophenol per min.

The activity of acid carboxypeptidase was determined using Acid Carboxypeptidase Assay kits (Kikkoman Biochemifa) according to the manufacturer’s instructions. The reaction buffer containing 50 mM acetate (pH 3), 0.5 mM Cbz-Tyr-Ala (carboxybenzoxy-L-tyrosyl-l-alanine), and 5 mM NAD was mixed with 30 volumes of diluted sample extract and incubated for 10 min at 37 °C. The reaction was stopped using 0.5 M Tris–HCl buffer (pH 8.5) containing 5 mM WST-8 and 13 U of alanine dehydrogenase, and the mixture was incubated at 37 °C for 20 min. Subsequently, 0.5 mM 1-methoxy-5-methylphenazinium methylsulfate was added to reaction mixture and incubated at 37 °C for 10 min. Quantities of liberated NADH were measured at 460 nm. One unit was defined as the amount of enzyme that liberated 1 µmol of l-alanine from Cbz-Tyr-Ala per min.

## Additional file

**Additional file 1.** Supplementary figures and tables.

# Supplementary material for: Translocated duplication of a targeted chromosomal segment enhances gene expression at the duplicated site and results in phenotypic changes in Aspergillus oryzae
**Source:** Fungal Biol Biotechnol. 2018 Oct 3;5:17. doi: 10.1186/s40694-018-0061-6

**Supplementary materials**

**Translocated duplication of a targeted chromosomal segment enhances gene expression at the duplicated site and results in phenotypic changes in *Aspergillus oryzae***

Tadashi Takahashi*, Masahiro Ogawa, Atsushi Sato, Yasuji Koyama

Supplementary figure S1

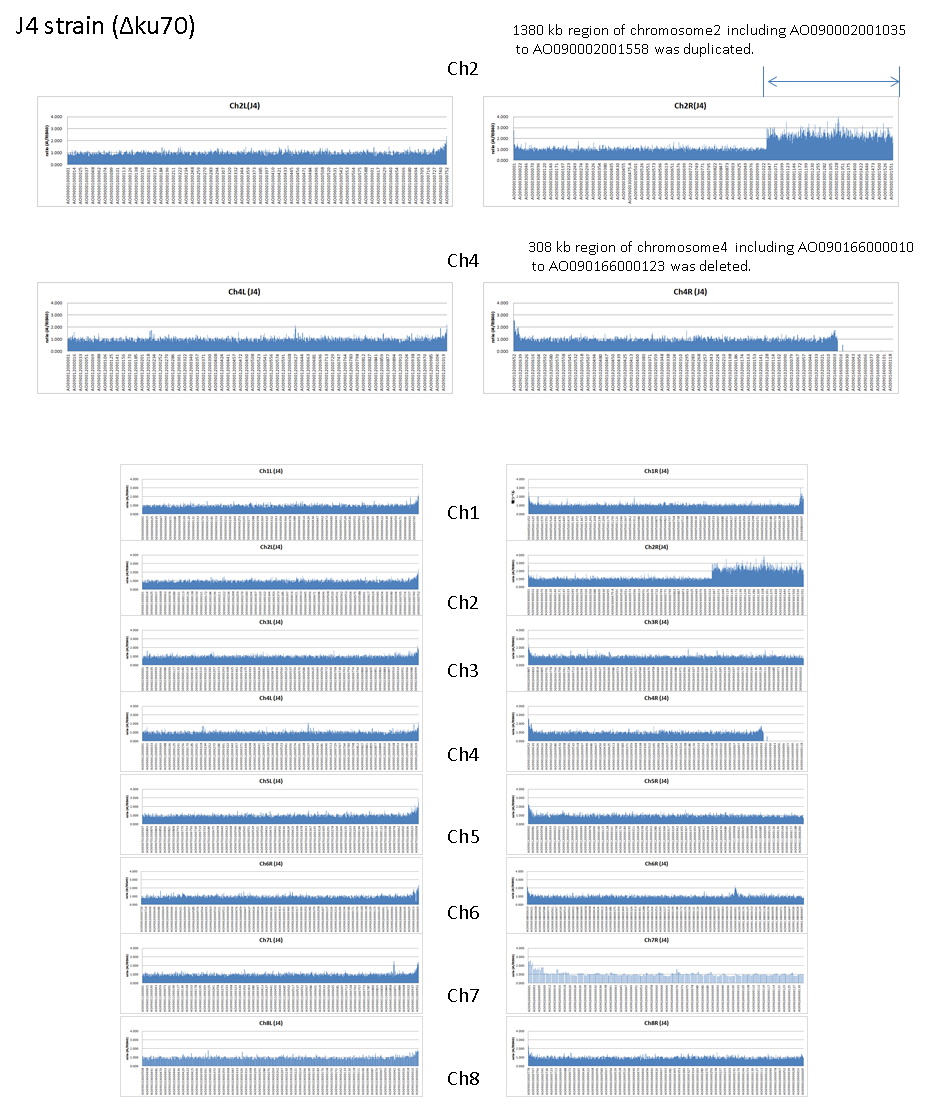

**Figure S1. Confirmation of translocated duplications in the J4 strain by comparative genome hybridization (CGH) arrays**

Supplementary figure S2

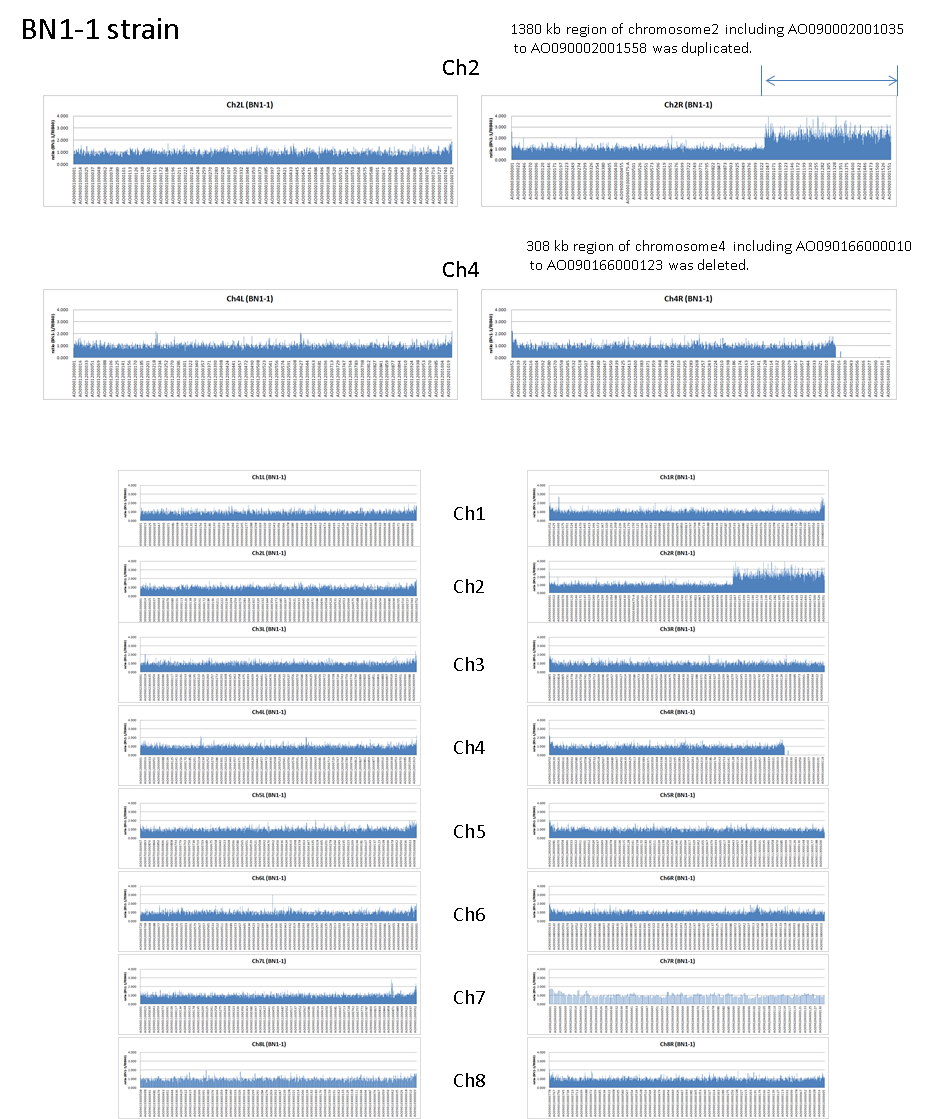

**Figure S2. Confirmation of translocated duplications in the BN1-1 strain by comparative genome hybridization (CGH) arrays**

Supplementary figure S3

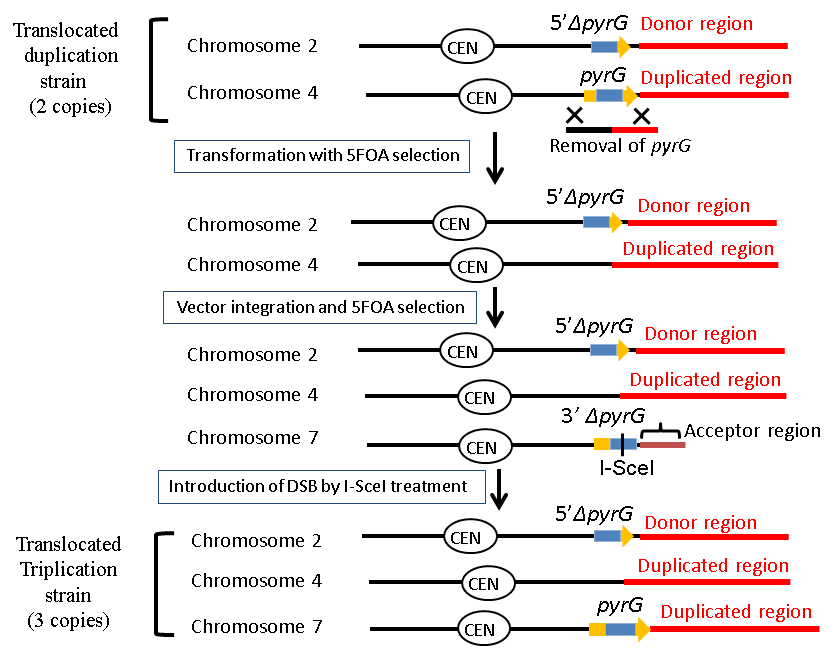

**Figure S3. Schematic of methods used for translocated triplication of chromosome 2 in *A. oryzae*.** *pyrG* from translocated duplication to chromosome 4 was removed by homologous recombination and selection using 5-fluoroorotic acid (5-FOA). The vector for 3′* pyrG* with the I-SceI recognition sequence was integrated into chromosome 7 of the resulting *pyrG* strain. After 5-FOA selection, the parental strain for chromosome 2 triplication was constructed. Double-strand breaks (DSB) were introduced at the 3′*pyrG* gene in chromosome 7 using I-SceI treatment, and the translocated triplication strain was obtained.

Supplementary figure S4

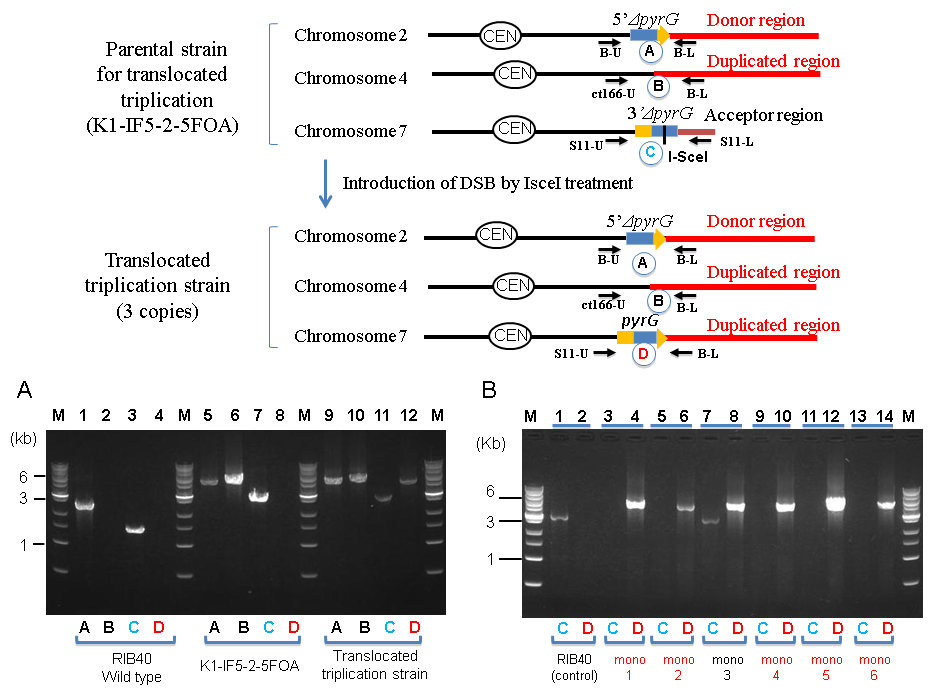

**Figure S4. Construction and confirmation of translocated triplication strain by PCR**

Translocated triplication of the strain was confirmed using primers targeting both ends of the duplication border region.

**A. Confirmation of translocated triplication.** Lane 1.A, B-U, B-L; Lane 2. B, ct166-U, B-L; Lane 3. C, S11-U, S11-L; Lane 4. D, S11-U, B-L; (Lanes 1–4, RIB40 wild-type); Lane 5.A: B-U, B-L, Lane 6. B:ct166-U, B-L Lane 7. C:S11-U, S11-L, Lane 8. D:S11-U, B-L (Lanes 5–8: K1-IF5-2-5FOA), Lane 9.A: B-U, B-L, Lane 10. B:ct166-U, B-L Lane 11. C:S11-U, S11-L, Lane 12. D:S11-U, B-L (Lanes 9–12: strain bearing translocated triplication). **B.** **Purification of homokaryotic strains of translocated triplication.** Lanes 1, 3, 4, 5, 7, 9, 11, and 13, C, S11-U, S11-L; Lanes 2, 4, 6, 8, 10, 12, and 14, D, S11-U, B-L (Lanes 1–2, RIB40; Lanes 3–4, mono1; Lanes 5–6, mono2; Lanes 7–8, mono3; Lanes 9–10, mono4; Lanes 11–12, mono5; Lanes 13–14, mono6).

(Supplementary Figure S4). Amplification of a DNA fragment using the primers D (Figure S4A, lane 12) and C (Figure S4A, lane 11) indicated that the regenerated colony was heterokaryotic, containing nuclei with the translocated chromosome and other nuclei with the original chromosome. To isolate homokaryotic strains, spores from the colony were spread on a casein plate, and six single colonies with large and clear halos were isolated. Subsequent PCR analyses revealed that five of the six colonies were homokaryotic strains with only translocated chromosomes (Figure S4B; mono1, mono2, mono4, mono5, and mono6), and the isolated mono1 colony was subjected to array CGH analyses as conducted for the I-8 strain.

Supplementary figureS5

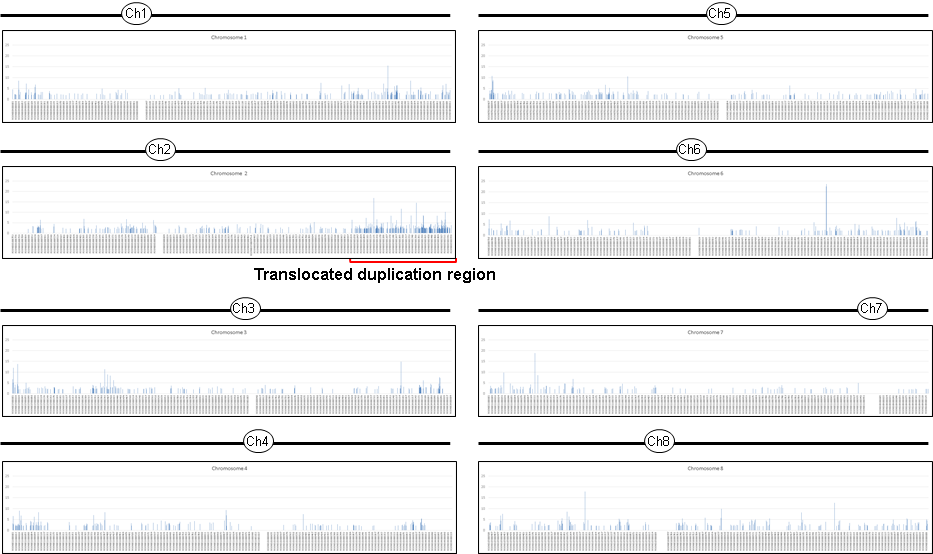

**Figure S5. Gene expression changes in a strain bearing translocated duplication.** Genes upregulated by more than 2-fold compared to the control strain, evaluated by expression microarrays, are presented. The transcription of the duplicated site in the J4 strain was increased by more than 2-fold compared to that in the control strain.

Supplementary figureS6

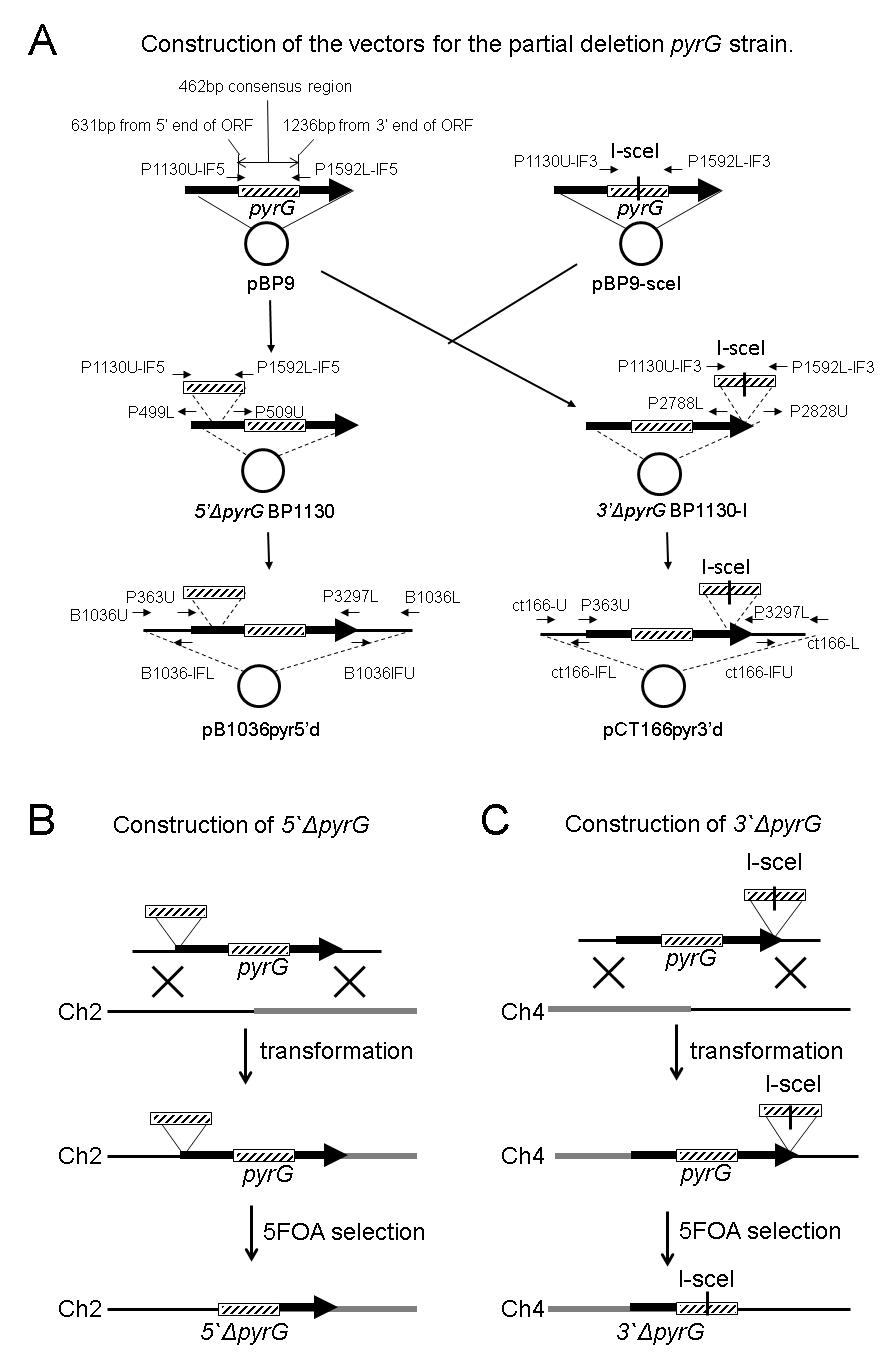

FigureS6. Schematic representation of vector construction forpartial deletion in the *pyrG* strain.

Supplementary figureS7

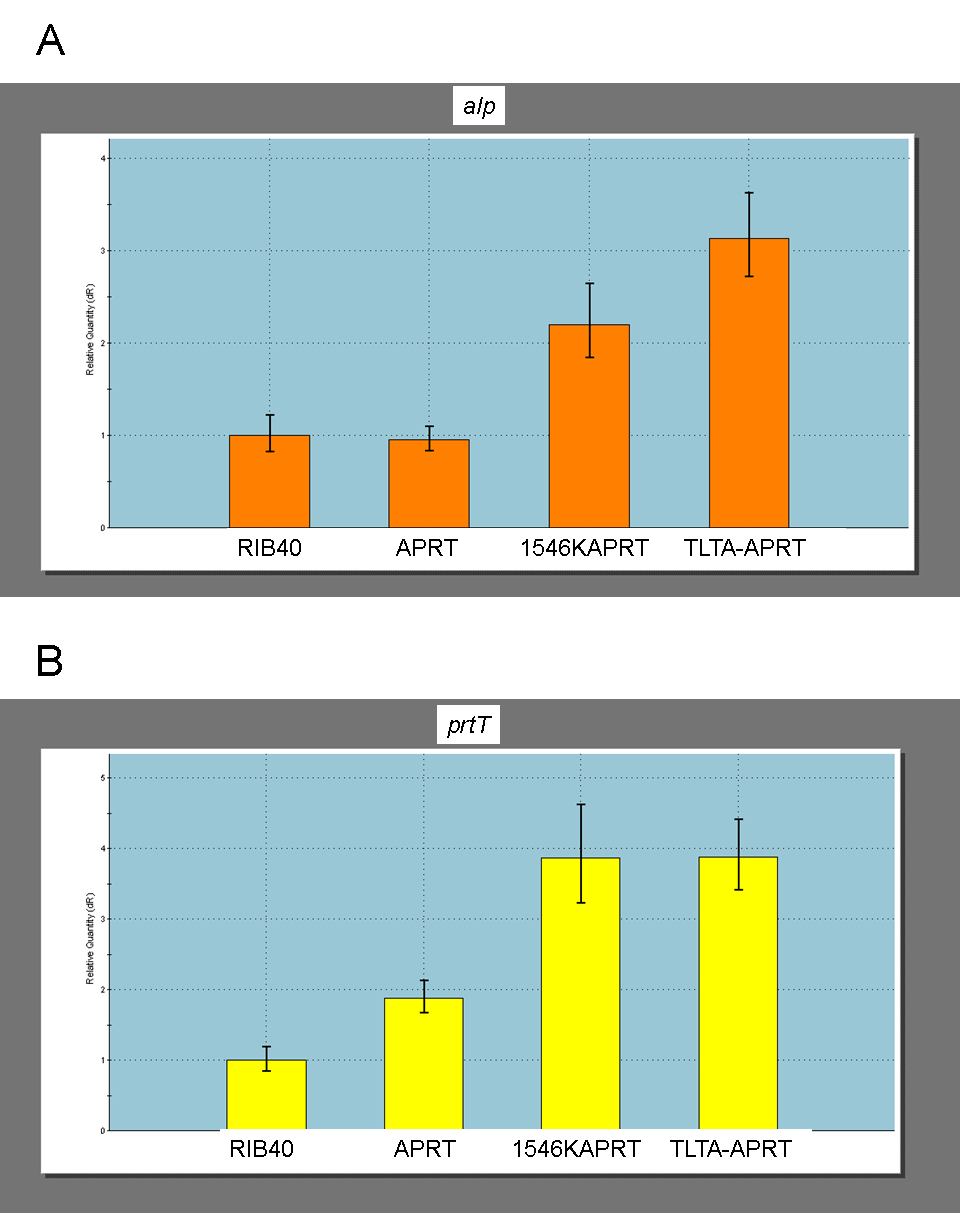

**FigureS7. Confirmation of copy number of *alp* and *prtT* in the strains. A.** Relative copy numbers of *alp* and *prtT* in the strains were determined by quantitative PCR.

Table S1. Oligonucleotide primers used in this study.

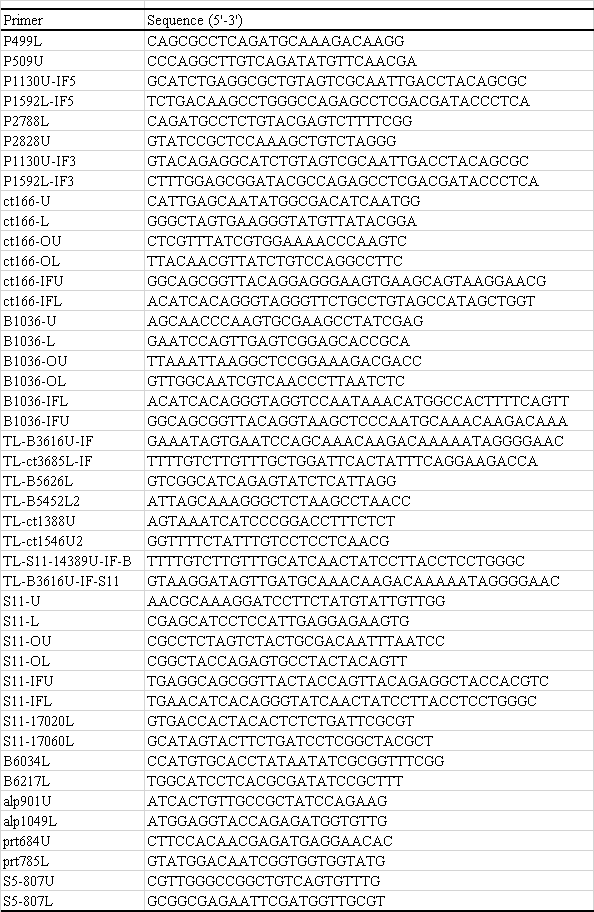

Table S2. A list of genes in the duplicated region overlapped between J4 (the strain bearing translocated duplication) and D2 (the strain bearing tandem duplication)

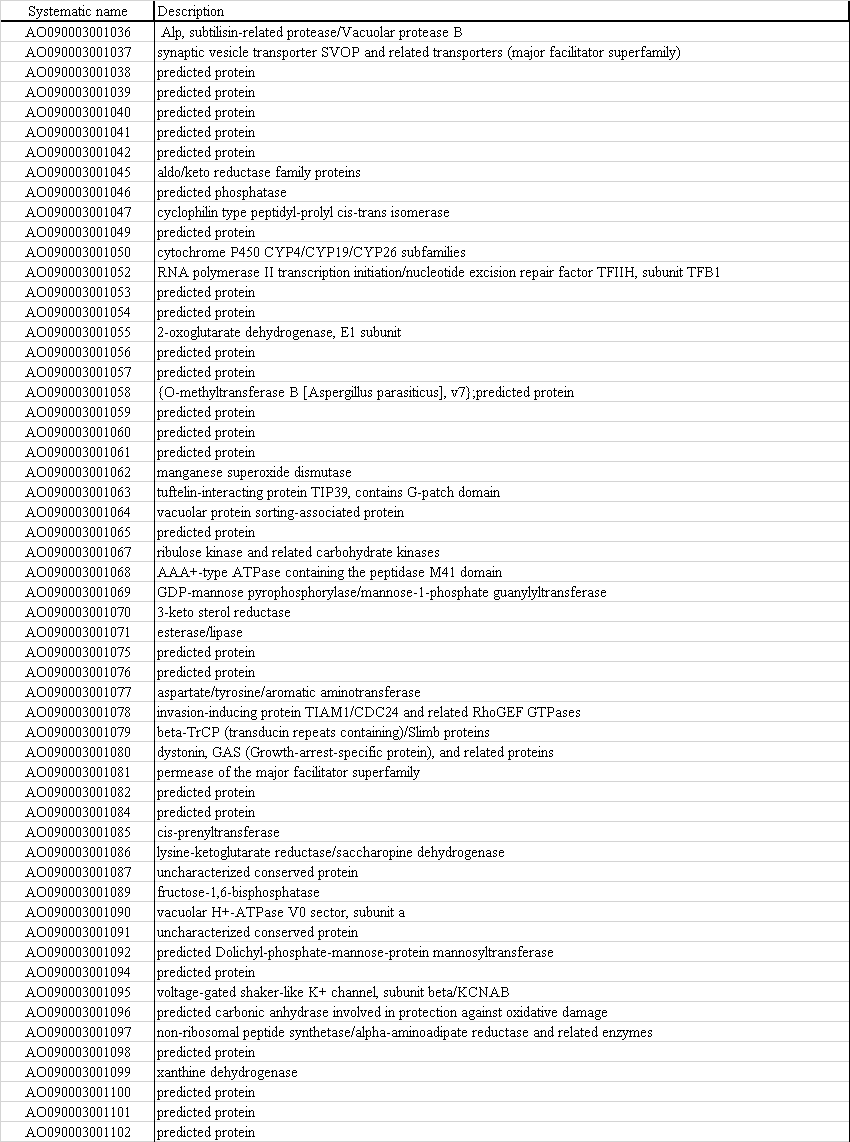

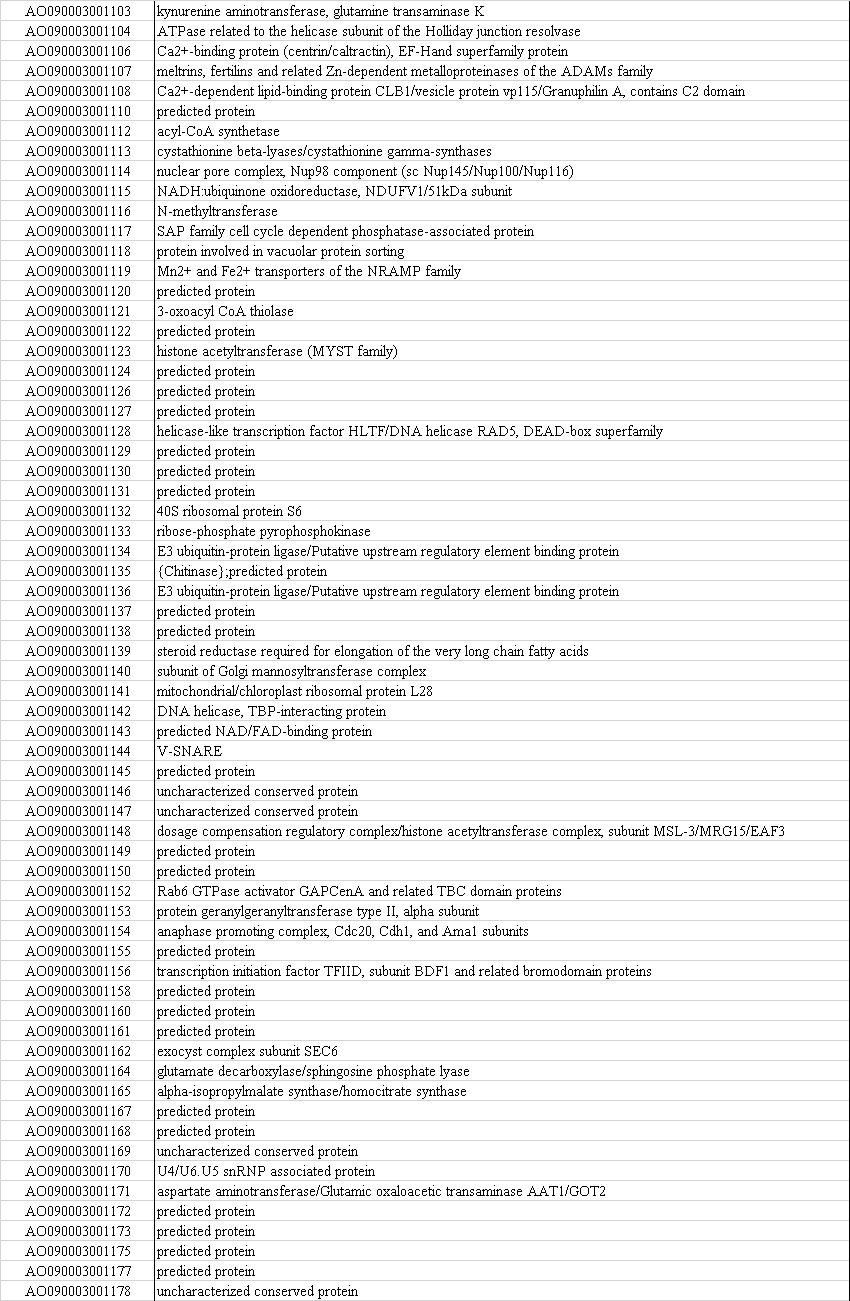

**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures and tables.

How the deposited data were processed for this re-analysis (not part of the article)

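Array CGH data were available for the J4 and I-8 strains, with 1 array each. DNA of the strain was labeled with Cy5 and the control with Cy3. The files analysed held no CGH array of BN1-1 and no expression array, so these parts of the study were not analysed.

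The authors deposited scanner output of Agilent Feature Extraction 11.5.1.1 for each array, with intensity values that the software had corrected for background by detrending and normalized linearly between the dyes. They also deposited a table for each array, with 38988 spots. It gives the same processed intensity values, to within 0.5%, and their ratio. A column of the deposited table is named as log2, but it holds log10 of the ratio: 100% of its values were within 0.01 of log10, and fewer than 10% within it of log2. The deposited matrix holds the same log10 values. None of the authors' log columns was used in the values reported at the claims.

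The scanner signals were read with pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15. The log2 of processed Cy5 over processed Cy3 was centred on the median over all gene probes of the array. Control spots and 1 spot per array marked as an outlier were left out. Spots of a probe were averaged on the log2 scale, and a gene was the median of its probes. Signals were not smoothed or normalized further. Of 12012 nuclear genes, 12009 were found in the reference annotation of RIB40, which gave their order, and 3 were not. The 22 mitochondrial genes of the I-8 array were absent from the J4 array and entered no segment.

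A segment was summarized by the median over its genes with quartiles. With 1 array per strain no p-value was computed. In its place, the median was compared with 10000 random lists of as many genes, matched in 20 bins of Cy3 signal, and with all runs of as many consecutive genes outside the segments. Where a gene had no probe well above background in Cy5, its ratio was given as a bound. Segments were also found from the data by penalised least squares on genes in order, with a penalty of 3 times the noise variance times the logarithm of the number of genes, at least 3 genes per segment, and a call at a log2 ratio of 0.5. Tested on simulated data, the segmentation found 200 of 200 planted segments on each array, 198 with exact borders for J4 and 199 for I-8, and no false segment. The simulated noise was independent between genes, with an SD of 0.100 on the log2 scale for J4, against 0.162 over its genes outside the segments. All planted segments held more than 3 genes and lay well beyond a log2 ratio of 0.5. The test therefore does not cover shifts shared by neighbouring genes, as at contig ends, or short or weak segments.

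The genes named were fixed before the data were examined: those at the borders named in the paper, those of Table 6, pyrG, ku70 and genes described as alpha-amylase, the 5 highest and 5 lowest genes of each array outside the segments, the genes of other called segments, and the genes of Tables 3, 4 and 5 as a group. The 3 segments were taken from the text of the paper. For the genes of other called segments, this rule was applied only on the I-8 array. The niaD gene lies in such a segment of the J4 array. It was chosen after its value was seen, as were the genes named in the closing section outside this rule.

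Alternatives set before the data were examined were normexp background correction with an offset of 50 and loess normalization (limma 3.58.1 under R 4.3.3), the authors' deposited values, a filter on dim probes, keeping outlier spots, a correction for GC content, other centring, other summaries over genes, trimmed borders, other widths of contig ends, and other segmentation settings. The GC correction used a robust polynomial of degree 3. A local smoother tried first was dropped because most genes share a single GC content, which left its windows without width and gave shifts absent from the binned data. Alternatives with saturated spots left out, and with contig ends separated by the side they face, were added after the data were examined. Precision is limited by the single array per strain. Figures were drawn with matplotlib 3.10.9.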

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

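All tests in this part were chosen after the results they bear on had been seen. Loess normalization was set before the data were examined, but the ends it is applied to here were not. The values below lie above the 99th percentile of the genes outside the segments on their array, which was 1.59 on the J4 array and 1.17 on the I-8 array. By construction 115 genes on each array lie above it, and those taken up were picked from them after their values were seen. On the J4 array 112 of the 115 belong to called segments outside those the paper names, and on the I-8 array 3. Of the 5 highest genes of the J4 array, AO090311000002 with 3.68 and AO090311000001 with 3.19 were not examined further, nor was AO090011000710, with 1.35 on the I-8 array. The text of the paper gives no array CGH ratio for them, although it describes pyrG as the marker of the constructs, draws it in Fig. 4, lists AO090023000944 in Table 4 and states that the strains hold 3 copies of amylase genes. With 1 array per strain none of the patterns below has a replicate.

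On the J4 array, contig AO090673 had a median ratio of 3.00 over 6 genes, against 0.923 on the I-8 array, and the ends of larger contigs that face another contig of the chromosome were raised too. The 5 genes nearest each of 23 such ends had a median of 1.65 in J4 and 1.01 in I-8, and the 12 ends that face the end of a chromosome had 1.04 and 0.996. Several explanations were argued against. End genes with the most common probe GC content had a median of 1.64, against GC content of the probes. After loess normalization the median was 1.73, against a signal-dependent dye bias. Cy3 of the J4 array over that of the I-8 array was 1.03 at these genes, against a low signal of the control DNA. The I-8 median of 1.01 is against extra copies in J4 that I-8, derived from J4, had kept, and the Cy3 comparison does not show such copies in the control DNA of the I-8 array. Replication in dividing nuclei gives at most 2 copies for 1. It is argued against for the small contigs, where 3 of 5 had medians above 2 and all 19 of their genes were above it, but not for the ends, of which 2 had a median above 2 and the rest did not. The recovery of DNA in one preparation of J4 cannot be told apart from a property of the strain, since there is 1 preparation.

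On the J4 array, niaD (AO090012000626) and its neighbour AO090012000627 had a median ratio of 1.98, against 1.01 and 1.07 on the I-8 array. An extra copy lost in I-8 would lower Cy5 of the I-8 array against that of J4, but for this pair it lay at percentile 65.1 among 11434 pairs of neighbouring genes. Cy3 of the I-8 array against that of J4 was 1.07 higher on the log2 scale, at percentile 100 of these pairs. A candidate explanation is that the DNA labelled RIB40 on the I-8 array carries the extra copy. The pair was picked for its difference between the arrays, and only the channel of that difference was open.

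On the I-8 array, pyrG (AO090011000868) had a ratio of 591, because Cy3 was nearly absent. Failed spots or probes are argued against by the median Cy5 signal of 1240 on the same spots. Cy3 of the I-8 array against that of the J4 array was -8.09 on the log2 scale at pyrG, and the next lowest gene outside the segments had -1.92. This is consistent with control DNA from a strain without pyrG, which the label RIB40 does not describe. An exchange of control DNA and another strain under the label were not told apart. The ratios over the chromosome 2, 4 and 7 segments on this array are against that DNA.

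Both genes beside pyrG were raised as well. The lower of them on the I-8 array, AO090011000867, had 3.11, and AO090011000869 had 4.40, while in J4 they had 2.04 and 2.59. The next genes on either side, AO090011000866 and AO090011000870, had 0.939 and 0.947 in I-8. Extra copies of pyrG flanks in the marker units would raise these genes on both arrays and not the next ones, which had 0.755 and 0.874 on the J4 array. The higher ratios in I-8 do not bear on this, since Cy5 was not higher in I-8 than in J4: on the log2 scale, Cy5 of the I-8 array over that of the J4 array was -0.24 at AO090011000867 and -0.29 at AO090011000869, and the difference between the ratios came from Cy3, at -0.83 and -1.04. At AO090011000866, Cy3 differed by -0.89 and Cy5 by -0.59. On the I-8 array, the marker units cannot be told apart from a property of its control DNA, which is itself in doubt at pyrG. The ratios of 2.04 and 2.59 in J4, and that of 1.84 at pyrG itself, do not depend on that DNA, and no other explanation was tested for them.

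The 22 mitochondrial genes of the I-8 array had a median ratio of 1.58. Of their 46 probes, 7 had a spot saturated in Cy5, which can only lower a ratio, and the others had a median of 1.59. The amount of mitochondrial DNA in one preparation cannot be told apart from a property of the strain, since there is 1 preparation of I-8. The J4 array has no spots for these genes.

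The alpha-amylase gene AO090023000944 on chromosome 3, outside the segments, had a ratio of 1.28 in J4 and 1.70 in I-8. Of its neighbours, 10 genes had a median of 1.05 in I-8, against a duplication of the region around it. With 3 near-identical copies, of which 1 lies in the segment, ratios of 1.33 and 1.67 would follow in J4 and I-8, close to those of the gene, but such copies would share 1 ratio. No such partner was found on the arrays. AO090003001498, the only array gene of the segment described as an alpha-amylase, had 2.29 and 3.13. None of the other 7 described so outside was above 1.08 on either array. The missing partner does not argue against such copies, since 65 protein-coding genes of the reference annotation are not on the arrays. The paper states that the duplicated region held amylase genes. Whether a near-identical copy without its own probes is among them was not tested, since no gene sequences were available.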

How the results depend on the processing

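No paired analysis was possible because there was 1 array per strain, and leaving out a replicate did not apply. A value was compared with the spread (1 SD) of the log2 ratios of its genes. Of 136 comparisons with alternatives set before the data were examined, 126 stayed within this spread, or within 1.5 times for counts, 10 moved outside it, and none of the called ratios changed its side of 1. The spread is that of single genes and not the error of a median. It was 0.93 and 1.32 on the log2 scale for the chromosome 4 segment in J4 and I-8, so that a large shift there stays within it: loess normalization moved the ratio in I-8 from 0.00247 to 0.00487.

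Normexp background correction moved most. It gave 2.40 for the chromosome 2 segment in J4 and 5.13 in I-8, 2.00 for I-8 over J4, 0.251 and 0.293 for the chromosome 4 segment in J4 and I-8, and 0.175 for the chromosome 7 segment in I-8. This correction assumes that most spots lie near background. Its fitted mean background was 26400 in Cy5 of the J4 array, where the gene spots had a median of 31700 and the negative control spots one of -39.5, so it subtracted most of the signal. Loess normalization gave 0.0396 for the chromosome 4 segment in J4. The mean of linear ratios gave 0.0164 and 0.0111 for that segment in J4 and I-8. Dividing Cy5 of I-8 by Cy5 of J4 directly gave 1.82 for the chromosome 2 segment. The direct division leaves out Cy3, whose median over the chromosome 2 segment was 798 on the J4 array and 933 on the I-8 array. In the mean of linear ratios AO090166000022 weighs most, at 0.512 in J4 and 0.683 in I-8, where the next genes had 0.0589 and 0.0225. The cause of the shift under loess was not tested.

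Apart from normexp, the ratio of the chromosome 2 segment stayed between 1.98 and 2.01 in J4 and between 3.09 and 3.13 in I-8. The higher segment of chromosome 2 held 444 to 447 genes in J4 and 447 in I-8, the other called segments numbered 14 to 16 in J4 and 1 in I-8. The ratio at contig ends over the rest was 1.10 in J4, between 1.04 and 1.23 over the alternatives, and 1.01 in I-8, where it fell to 0.959 with the mean of linear ratios. Restricting the ends to the 5 genes nearest those that face another contig, an alternative chosen after seeing the data, gave 1.67 in J4.

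The filter on dim probes removed 1 probe, and keeping outlier spots added 1 spot per array. The authors' deposited signals were within 0.5% of the processed signals in 100% of the 38988 spots of each deposited table. These 3 settings therefore say nothing about stability. Without their 39 comparisons, 87 of 97 stayed within the spread and 10 moved outside it. Leaving out saturated spots, an alternative chosen after seeing the data, gave 1.99 for the chromosome 2 segment in J4, 3.12 in I-8 and 1.57 for I-8 over J4. The alternative without genes that have near-identical copies was not run, since no gene sequences of the reference were used here. Signal over background limits the lost segments in I-8, where the ratios of some genes are bounds.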

Differences from the paper's values

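No value stated in the paper differed from the main value by more than 1.5 times. This limit does not tell 3 copies from 2, whose ratio is 1.5. For the chromosome 2 segment, the main values were 1.99 in J4 and 3.12 in I-8, against 2 and 3 in the paper. For the ratio of the chromosome 2 segment in I-8, the paper's value of 3 differs from the value of 5.13 under normexp background correction, and from none of the other alternatives set before the data were examined.

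The legend of Fig. 3b names the duplicated genes by identifiers that begin with AO090002. The array has 0 such identifiers, and the segment found on it runs from AO090003001035 to AO090003001558, as the text of the paper gives it.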

Other observations

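All tests in this part were chosen after the results they bear on had been seen.

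The chromosome 2 segment was split into 5 parts of 89 or 90 genes each. Their medians in I-8 lay between 3.08 and 3.18, the lowest being 3.08, which argues against an added copy shorter than the segment.

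The signal left over the lost chromosome 4 segment was not explained. Cy5 had a median of 13.1 on the J4 array, against 0.415 at the 95th percentile of the negative control spots, which argues against the background of the array. A fixed share of RIB40 signal would make Cy5 rise with Cy3, and it did, with a rank correlation across 237 probes, which are not independent replicates, of 0.586 in J4 and 0.467 in I-8. It would also leave the ratios of the genes as even as elsewhere, but on the log2 scale their SD was 0.93 in J4, against 0.16 outside the segments. A robust SD, which outlying genes such as AO090166000022 hardly move, was 0.50 against 0.11, and repeated spots of a probe in the segment had a median SD of 0.08. This argues against a fixed share as the whole source. Nuclei that kept the segment would also leave a fixed share, and the same values argue against them as the whole source. Cross-hybridization was not tested.

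The lowest gene outside the segments in J4 was AO090023000960, with a ratio of 0.555 in J4 and 0.754 in I-8. It fell outside the list of lowest genes, which took only genes with at least 2 probes and Cy3 well above background. The sequence probed for it shares 2 words of 20 bases with that of AO090166000022, the gene of the lost chromosome 4 segment with the highest ratio (0.512 and 0.683). Of 200 random genes, 0 shared a word with that segment. With these 2 shared words, sequence shared with a gene of the lost chromosome 4 segment may underlie both ratios. The overlap is short, and the rest of the genes was not compared.

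The only array gene described with the name ku70, AO090011000936, is described as a Ku70-binding protein and not as ku70, and had a ratio of 1.16 in J4 and 1.01 in I-8. The deletion of ku70 could not be looked up by name. The lowest probe ratio outside the segments on the J4 array was 0.402. In the lost chromosome 4 segment all genes but AO090166000022 were at 0.0589 or below, but that gene had 0.512, so a deletion that spans a probe of an array gene is not excluded by this value. The 54 genes of Tables 3, 4 and 5, which the paper lists for raised expression, had a median DNA ratio of 0.987 in J4, between 0.788 and 1.65, which argues against copy number of the genes themselves for the group.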
